# Identification of immune-related genes and small-molecule drugs in hypertension-induced left ventricular hypertrophy based on machine learning algorithms and molecular docking

**DOI:** 10.3389/fimmu.2024.1351945

**Published:** 2024-06-27

**Authors:** Mingxuan Zhou, Tiegang Li, Silin Lv, Wenqiang Gan, Fang Zhang, Yuexia Che, Liu Yang, Yufang Hou, Zheng Yan, Zifan Zeng, Wenyi Zhao, Min Yang

**Keywords:** left ventricular hypertrophy, hypertension, RNA sequencing, immune response, machine learning, molecular docking

## Abstract

**Background:**

Left ventricular hypertrophy (LVH) is a common consequence of hypertension and can lead to heart failure. The immune response plays an important role in hypertensive LVH; however, there is no comprehensive method to investigate the mechanistic relationships between immune response and hypertensive LVH or to find novel therapeutic targets. This study aimed to screen hub immune-related genes involved in hypertensive LVH as well as to explore immune target-based therapeutic drugs.

**Materials and methods:**

RNA-sequencing data from a mouse model generated by angiotensin II infusion were subjected to weighted gene co-expression network analysis (WGCNA) to identify core expression modules. Machine learning algorithms were applied to screen immune-related LVH characteristic genes. Heart structures were evaluated by echocardiography and cardiac magnetic resonance imaging (CMRI). Validation of hub genes was conducted by RT-qPCR and western blot. Using the Connectivity Map database and molecular docking, potential small-molecule drugs were explored.

**Results:**

A total of 1215 differentially expressed genes were obtained, most of which were significantly enriched in immunoregulation and collagen synthesis. WGCNA and multiple machine learning strategies uncovered six hub immune-related genes (*Ankrd1, Birc5, Nuf2, C1qtnf6, Fcgr3, and Cdca3*) that may accurately predict hypertensive LVH diagnosis. Immune analysis revealed that fibroblasts and macrophages were closely correlated with hypertensive LVH, and hub gene expression was significantly associated with these immune cells. A regulatory network of transcription factor-mRNA and a ceRNA network of miRNA-lncRNA was established. Notably, six hub immune-related genes were significantly increased in the hypertensive LVH model, which were positively linked to left ventricle wall thickness. Finally, 12 small-molecule compounds with the potential to reverse the high expression of hub genes were ruled out as potential therapeutic agents for hypertensive LVH.

**Conclusion:**

This study identified and validated six hub immune-related genes that may play essential roles in hypertensive LVH, providing new insights into the potential pathogenesis of cardiac remodeling and novel targets for medical interventions.

## 1 Introduction

Left ventricular hypertrophy (LVH) occurs when cardiac muscle adapts to elevated blood pressure, manifesting as increased thickness of the left ventricular wall (1). A common outcome of hypertension end-organ damage, LVH is linked to increased morbidity and mortality of cardiovascular disease since it often causes heart failure, stroke, and arrhythmias. The physiopathology of LVH involves complex interactions between cardiomyocytes and cardiac non-myocytes, including endothelial cells, fibroblasts, and the immune system. However, the molecular mechanism underlying LVH remains incompletely understood, and LVH treatments are limited. Identifying the regulators and altered mechanisms of hypertrophy is essential for the development of treatments to curtail the progression of LVH.

Solid evidence has indicated the critical role of immune activity in the development of cardiac remodeling (2–5). The presence of resident and recruited immune cells in the heart precedes hypertrophy and results in cardiac dysfunction and failure. The accumulation of macrophages in the left ventricular wall through both local proliferation and monocyte recruitment has been proved to be linked to LVH. It has been found that the cardiac macrophage population grows before visible hypertrophy, which implies that inflammatory changes participate in the development of LVH. Our team previously proved that inhibiting the activation of the nucleotide-binding domain, leucine-rich–containing family, pyrin domain–containing-3 (NLRP3) inflammasome of macrophages prevents angiotensin II (ANG II) -induced cardiac inflammation and fibrosis (6). Furthermore, the depletion of macrophages attenuates LVH by decreasing diastolic and systolic wall thickness (7, 8). In addition to macrophages, immune activity also involves fibroblasts during cardiac remodeling. Quiescent cardiac fibroblasts change into their active forms because of cytokines, chemokines, and growth factors, and consequently, the increased paracrine factors from fibroblasts recruit immune cells and provoke acute inflammatory changes (9). Considering the critical role and complexity of the immune response in the pathophysiology of ventricular remodeling, systematic and comprehensive analyses of immune-related genes contributing to LVH and novel therapeutic targets are urgently needed.

Recently, the development of RNA-seq and bioinformatics has made it possible to elucidate the underlying mechanisms of diseases. In the field of cancer, key biomarkers have been well mined and studied through bioinformatic methods (10). As for hypertension, some studies have aimed to identify relevant differentially expressed genes (DEGs) and hub genes. A previous study identified three hub genes, such as BH3 interacting domain death agonist (*BID*), in limited cutaneous systemic sclerosis-associated pulmonary arterial hypertension (11). However, there has been little investigation into the molecular targets of hypertension-induced LVH. In this study, we sequenced the left ventricles of ANG II-infusing mice and explored the immune cell profile using multiple algorithms. Subsequently, we identified the immune-related module through WGCNA and screened the hub genes with machine learning algorithms. Additionally, small-molecule compounds with the potential to serve as therapeutic drugs for hypertensive LVH treatment were identified.

## 2 Materials and methods

### 2.1 Animal preparation and sample collection

Male wild-type C57BL/6J mice (Beijing Vital River Laboratory Animal Technology Company, Beijing, China) were maintained under specific pathogen-free conditions. Mice were infused for 7 days with saline or a “pressor dose” of ANG II (1500 ng/kg/min) by osmotic mini-pumps (Alzet MODEL 1007D; DURECT, Cupertino, CA, USA) implanted subcutaneously as previously described (12). Cardiac magnetic resonance imaging (CMRI) was performed using a PharmaScan 70/16 US (7.0 T, Bruker, Switzerland) after 7 days of ANG II or saline infusion as previously described (13). Echocardiography was performed using a Vevo 770 High-Resolution Imaging System (VisualSonics Inc). All measurements were averaged over five consecutive cardiac cycles and interpreted by an experienced technician blinded to the treatment group.

Mice were anesthetized following experimental treatment, and then the heart was punctured and flushed with 20 ml of saline to remove blood from systemic circulation. The left ventricles were removed and prepared for further RNA-seq analyses. The entire procedure of this study is shown in **Figure 1**.

**Figure 1:**
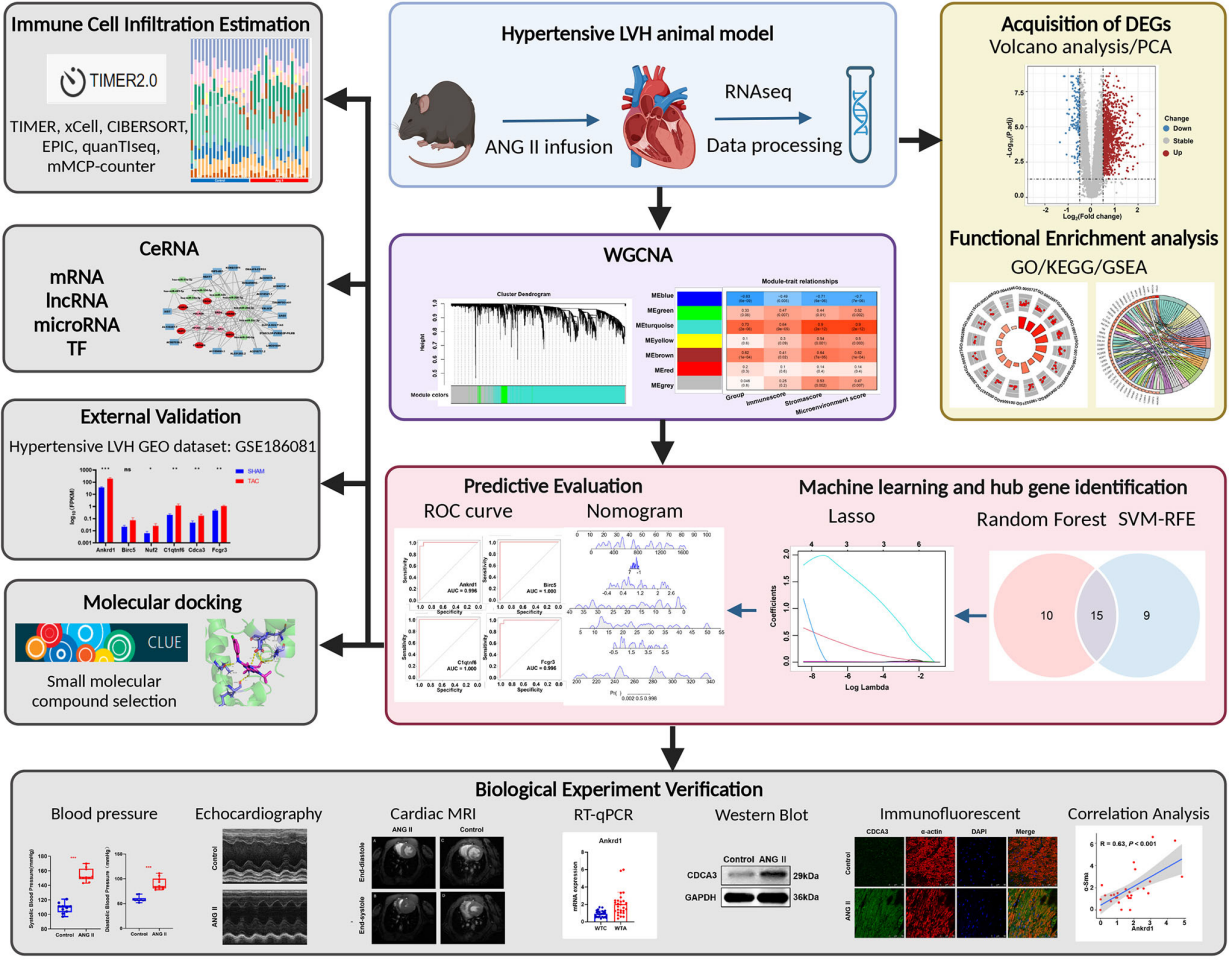
Flowchart of this study.

### 2.2 RNA-seq

RNA-seq RNA extraction, quality control, sample preparation, library construction, and sequencing technologies were provided by Beijing ECOBID Technology Company. The sequencing samples included control and hypertensive-LVH groups, each with 16 biological replicates. The samples were tested by Nanodrop for RNA concentration, OD260/280, OD260/230, and Agilent 2100 for RNA fragment length. Then, mRNA was enriched using Oligo (dT) magnetic beads, and the enriched mRNA was interrupted and split into two pieces. After enrichment, the mRNA was broken into fragments and synthesized into one-stranded cDNA by adding six-base random primers, and then two-stranded cDNA was synthesized by adding buffer, dNTPs, and DNA polymerase I. The synthesized double-stranded cDNA was purified, end-repaired, A-added, spliced, and screened for fragment size by using AMPure XP beads. Finally, a cDNA library was constructed by polymerase chain reaction (PCR) amplification.

The constructed cDNA library was analyzed by quantitative PCR (qPCR) to determine the effective concentration of the library, and by Agilent 2100 to determine the size of the inserted fragments of the library. The cDNA library was pooled according to the effective concentration from the library and data requirements and sequenced on the computer. Illumina’s second-generation high-throughput sequencing platform and PE150 double-end sequencing method were used.

Additionally, eight samples in GSE186081 (14) of the SHAM-LVH group and the transverse aortic constriction-LVH (TAC-LVH) group were included for external validation. In GSE186968 (15), six samples at postnatal day 14 were used for volume overload analysis of LVH.

### 2.3 Differential analysis and pathway enrichment analysis

Principle component analysis (PCA) was conducted on RNA-seq data using the R package “scatterplot3d”. The R packages “limma” and “egdeR” were used to determine DEGs between the control group and the hypertensive-LVH group, with the thresholds of adjusted *P* < 0.05 and absolute value of log [fold change (FC)] > 0.5. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) analyses were performed using the gene names, and Gene Set Enrichment Analysis (GSEA) was conducted with the gene names and log (FC) between the phenotype labels “control” and “ANG II.” All these analyses were conducted in the R package “clusterProfiler”. A comprehensive presentation of enriched pathways was presented by Metascape, and the pathway enrichment was conducted in Metascape (http://metascape.org/) as well.

### 2.4 Immune infiltration estimation analysis

The level of immune infiltration in each sample was tested using six methods: Tumor Immune Estimation Resource (https://cistrome.shinyapps.io/timer/, TIMER) (16, 17), xCell (18), Cell-type Identification By Estimating Relative Subsets of RNA Transcripts (CIBERSORT) (19), the murine Microenvironment Cell Population counter (mMCP-counter) (20), the quantification of the Tumor Immune contexture from human RNA-seq data (quanTIseq) (21), and Estimating the Proportion of Immune and Cancer cells (EPIC) (22). The list of immune stimulators was extracted from the Tumor-Immune System Interaction Database (TISIDB) (23).

### 2.5 Weighted gene co-expression network analysis

Weighted Gene Co-expression Network Analysis (WGCNA) was conducted by the R package “WGCNA” to identify key modules that correlated with the immune system. First, cases were categorized by hierarchical clustering. Analysis of scale independence and mean connectivity was carried out to filter the optimal soft power β using the pickSoftThreshold R function; this allowed for the better detection of strong correlations between gene modules. Then, gene modules were built. The relationships between modules and experimental groups, immune score, stroma score, and microenvironment score of xCell were explored. The module most connected with the traits was selected, and the scatterplot of module membership and gene significance was drawn.

### 2.6 Identification of hub genes by machine learning

Genes in the target module were then tested by support vector machine recursive feature elimination (SVM-RFE) through the R package “caret” and by the random forest algorithm. The intersection of the hub genes obtained by the two algorithms was then screened by least absolute shrinkage and selection operator (LASSO) regression through the R package “glmnet”. The Venn diagram was drawn by the R package “ggvenn.”

### 2.7 Construction of competitive endogenous RNA network

To probe the factors associated with the function of hub genes, we constructed a competitive endogenous RNA network. The ENCORI database (24) was used to obtain the miRNA families that bound to six hub genes. Nine miRNAs that were related to all hub genes were selected, and the corresponding lncRNAs and miRNA bound to the selected miRNAs were obtained for further investigation. Additionally, we utilized hTFtarget (25) to identify transcription factors (TFs) correlated with immune-related hub genes. Then, a regulatory network of transcription factor-mRNA-miRNA-lncRNA interactions was constructed using Cytoscape software (version 3.9.1, U.S. National Institute of General Medical Sciences).

### 2.8 Real-time quantitative PCR

The total RNA of experimental samples was extracted using an RNeasy kit (Beyotime, Shanghai, China, R0027) in accordance with the manufacturer’s instructions. Then, we reverse-transcribed 1 μg of total RNA using SuperScript II reverse transcriptase (Takara, Japan, RR047). Finally, RT-qPCR analysis was performed using SYBR Green Master Mix (Takara, Japan, RR820) in an ABI 7900 HT real-time PCR system. The primer sequences for RT-qPCR are listed in **Supplementary Table 1**.

### 2.9 Histology and immunofluorescence staining

Samples of cardiac tissue were fixed in 4% paraformaldehyde, dehydrated, embedded in paraffin, and sliced into 5-μm slides. Masson’s trichrome staining was carried out according to established protocols. Using ImageJ, interstitial fibrotic areas were determined; here, they were defined as the ratio of the total area of interstitial fibrosis to the total section area.

For IF staining, cardiac sections were incubated overnight with primary antibodies for α-Actin (A5044, SIGMA, 1:200, mouse), Nuf2 (bs-7714R, Bioss, 1:100, rabbit), and Cdca3 (bs-7894R, Bioss, 1:100, rabbit). Then, these sections were incubated with secondary antibodies, anti-rabbit (bs-0295G-AF488, Bioss, 1:100) and anti-mouse IgG (115–625-205, Jackson, 1:200), followed by staining with 4’,6-diamidino-2-phenylindole (DAPI) and mounting with glycerol before imaging via confocal laser scanning microscopy (Leica, Wetzlar, Germany). FITC-conjugated wheat germ agglutinin (WGA, W11261, Invitrogen, 1:200) was used to evaluate the cardiomyocyte cross-sectional area. Cell area determinations were based on measurements of at least 200 cells per slide.

### 2.10 Western blotting analysis

Total protein from cardiac tissue was collected using lysis buffer (Cwbio, Beijing, China) supplemented with protease inhibitor cocktail (Roche, Basel, Switzerland). Protein concentration was quantified through a bicinchoninic acid protein assay (Pierce Biotechnology, Rockford, IL, USA), after which the protein was separated by 10% or 12% sodium dodecyl sulphate-polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes (Bio-Rad, Hercules, CA, USA). Membranes were incubated with specific primary antibodies against Nuf2 (bs-7714R, Bioss, 1:500) and Cdca3 (bs-7894R, Bioss, 1:500, rabbit), and GAPDH (#5174, Cell Signaling, 1:1000) at 4°C overnight, followed by incubation with the appropriate secondary antibodies (S8002, Sudgen, 1:10000). Images were obtained using an ImageQuant™ LAS 4000 luminescent image analyzer (GE, Boston, MA, USA).

### 2.11 Screening of small-molecule compounds and molecular docking

DEGs were input into the Connectivity Map (CMap) website (https://clue.io/). CMap compares similarities in gene expression to screen for potential therapeutic compounds. A negative score implies that the drug has the potential to reverse pathological processes.

The structures of potential small-molecule drugs were collected from PubChem (https://pubchem.ncbi.nlm.nih.gov/). The 3D structures of hub proteins were downloaded from RCSB Protein Data Bank (PDB, http://www.rcsb.org/) and AlphaFold (https://alphafold.ebi.ac.uk/). The proteins were dehydrated and ligands extracted by PyMOL and saved in PDBQT format by the software AutoDock. The docking simulations were performed by AutoDock Vina. Finally, the drug-protein binding targets were visualized in PyMOL.

### 2.12 Statistical analysis

R software (version 3.2) and GraphPad Prism 8.0 (GraphPad Software Inc., San Diego, CA, USA) were used for data processing and visualization. Continuous variables were analyzed using the Wilcoxon rank-sum test or Kruskal–Wallis test. Spearman’s correlation analyses were used. The significance of large-scale multiple tests was evaluated by the Benjamini–Hochberg method.

## 3 Results

### 3.1 Identification of DEGs and pathway enrichment

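Left ventricles of 12 mice infused with ANG II at 1500 ng/kg/min for 7 days and of 12 control mice infused with saline were analysed. The paper used 16 samples per group, and 4 samples of each group were not analysed here. RNA selected with oligo(dT) was sequenced, and the authors deposited 1 FPKM value per sample for each gene, listed by gene symbol. FPKM is the number of fragments of a gene divided by the length of its transcript and by the number of mapped fragments of the sample. The deposited values were not plain FPKM, since 2741 of them (0.766%) were negative. Exact ties between samples of one group divided the samples into 4 sets, which were samples 1 to 3, 4 to 6, 7 to 9 and 10 to 12 of both groups. Between 215 and 541 genes were tied in each pair of samples within a set, and 0 genes were tied in pairs from different sets. Ties of this kind remain when FPKM values rounded to 2 decimals are shifted and scaled gene by gene within each set. The values were therefore read as FPKM adjusted in these 4 sets, a step that the methods of the paper do not name. The spacing fits an adjustment with the group as a covariate, in which 1 group difference per gene was set aside and added back unscaled. The order of ANG II and control samples within a set can change in this way, and tests that permute labels on the deposited values do not account for the use of the groups in the adjustment. The spacing of the values gave the size of the scaling for 13886 genes (93.1%), and with it their differences within each set before the adjustment. Here, negative values were set to 0. The number of fragments per sample is not stated. Its relative size, estimated from the spacing of the lowest values of 70 unadjusted genes, ranged from 0.698 to 1.28 (median 1.04) in the hypertensive-LVH group and from 0.669 to 1.16 (median 1.06) in the control group. Leaving out 3 samples whose estimate was not stable, the median relative depth of samples 4 to 6 was 0.726, against 1.04, 1.05 and 1.13 in the other sets. The samples left out were control sample 3 (1.12), ANG II sample 4 (0.728) and control sample 5 (1.07), so that the median of samples 4 to 6 rests on 4 samples.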

We collected RNA-seq data from the control group and the ANG II-induced hypertensive-LVH group, with 16 samples from each group, and transferred the data into fragments per kilobase of transcript per million mapped reads (FPKM) format. 

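Principal components were computed from log2(FPKM + 1) of the 14026 genes with a mean FPKM of at least 0.1, each gene centred on its mean. PC1 held 40.0% of the variance, PC2 11.7% and PC3 9.87%. The mean PC1 score was 15.5 ± 14.1 (SD, n = 12) in the hypertensive-LVH group and -15.5 ± 17.2 (SD, n = 12) in the control group. The difference of 31.0 had a p of 1e-05 in a two-sided permutation test, the smallest that 100000 resamples can give. With labels exchanged only within the 4 sets, the p was 2.1e-04 (exact permutation test, two-sided). The groups differed by 11.3 on PC2 (permutation test, p = 0.0146) and by 7.18 on PC3 (permutation test, p = 0.109). The mean PC1 score of control samples 4 to 6 was -41.1, against -2.90, -11.5 and -6.43 in the other sets of control samples. That of ANG II samples 4 to 6 was 28.3, against 6.94, 14.1 and 12.6 in the other sets. Without samples 4 to 6 of each group, a setting chosen after the data were seen, the PC1 difference was 27.7 (permutation test, p = 1.5e-04). Among the other settings, scaling each gene to unit variance gave the largest p on PC1 (permutation test, 1.4e-04). On PC2 the difference depended on the setting. The permutation p was 0.968 with unit variance and 0.756 without samples 4 to 6 of each group. It was 0.0024 with 0.1 in place of 1 added before the logarithm and 0.0445 with quantile normalization.

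**Figure D1:**
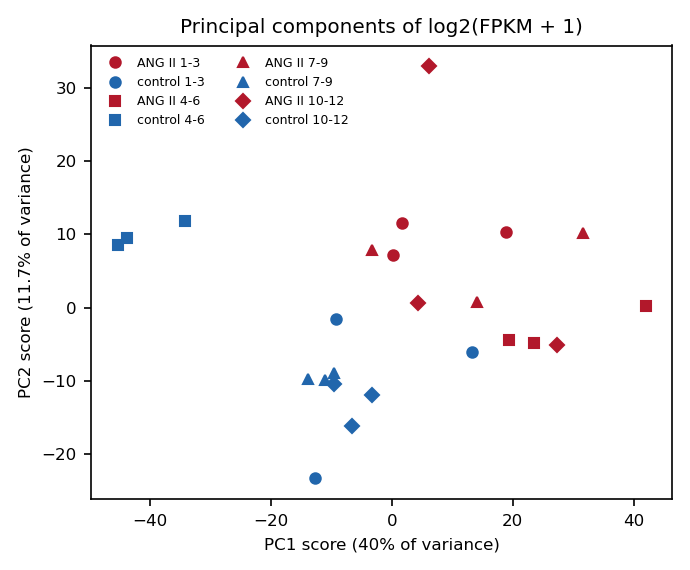
Scores of the 24 samples on PC1 (40.0% of the variance) and PC2 (11.7% of the variance), coloured by group and with a symbol for each set of samples. Control samples 4 to 6 lie between -45.4 and -34.2 on PC1, and ANG II samples 4 to 6 between 19.4 and 42.0.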

A three-dimensional PCA plot was created to demonstrate the comparability between the two groups (**Figure 2A**). 

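Each of the genes with a mean FPKM of at least 0.1 was tested with limma on log2(FPKM + 1), with an intensity trend and Benjamini-Hochberg adjustment over all of them. The criteria for DEGs were those of the paper, and 831 genes met both. An adjusted p-value under 0.05 alone was reached by 4697 genes. With 0.1 in place of 1 added before the logarithm, 1489 genes met both criteria. Each of 24 fits that left out 1 mouse gave from 715 to 979 DEGs. Within single sets of 3 and 3 samples, 0 DEGs were found in samples 1 to 3 (1230 genes at an unadjusted p under 0.05), 2696 in samples 4 to 6, 536 in samples 7 to 9 and 21 in samples 10 to 12. Without samples 4 to 6 of each group, 552 genes were DEGs, of which 448 were among the 831. Leaving out samples 1 to 3 gave 1161 DEGs, samples 7 to 9 792 and samples 10 to 12 931. A term for the set of samples gave 814 DEGs, which is a weak check, since the values were already shifted by set. These settings were chosen after the data were seen.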

In total, 1215 DEGs were identified with the criteria of adjusted *P* value < 0.05 and absolute value of log (FC) > 0.5 (**Figure 2B**). In the hypertensive-LVH group, there were 1073 upregulated genes and 142 downregulated genes compared with the control group.

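Of the 831 DEGs, 634 (76.3%) were higher and 197 were lower in the hypertensive-LVH group. The direction was the same in all 4 sets for 743 of them (89.4%), 558 higher and 185 lower. Quantile normalization between the samples gave 458 higher and 275 lower DEGs, and it moved the median log2 fold change of all genes from 0.05 to -0.02. A negative value occurred in 117 of the DEGs (14.1%), against 4.90% of the genes tested. The 5 largest log2 fold changes among the DEGs belonged to Nppa (6.96 ± 1.35, standard error, adjusted p = 4.13e-04 from limma), Hba-a2 (3.39), Myh7 (3.36), Serpina3n (3.26) and Timp1 (3.09). In the control group, 7 values of Nppa, 3 of Hba-a2, 3 of Myh7, 5 of Serpina3n and 4 of Timp1 were negative and were set to 0, so that the size of these log2 fold changes depends on the adjustment. The 5 largest decreases belonged to Dbp (-1.61), Gal3st3 (-1.38), Retnla (-1.28), Rtn4r (-1.23) and Cox7a1 (-1.21). In the hypertensive-LVH group, 3 values of Dbp, 1 of Retnla and 1 of Rtn4r were negative and were set to 0. The size of the decreases of Dbp, Retnla and Rtn4r therefore depends on the adjustment as well. In none of the samples of the hypertensive-LVH group did Gal3st3, Retnla or Cox7a1 exceed the median of the control group. Dbp was higher in the hypertensive-LVH group in 2 of the 4 sets. Among the increases, 2 sets had opposite signs on the 2 scales. In samples 1 to 3, Nppa differed by -378 in mean FPKM and by 5.69 in log2 fold change, and in samples 7 to 9 Serpina3n differed by 83.2 in mean FPKM and by -0.41 in log2 fold change.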

**Figure 2:**
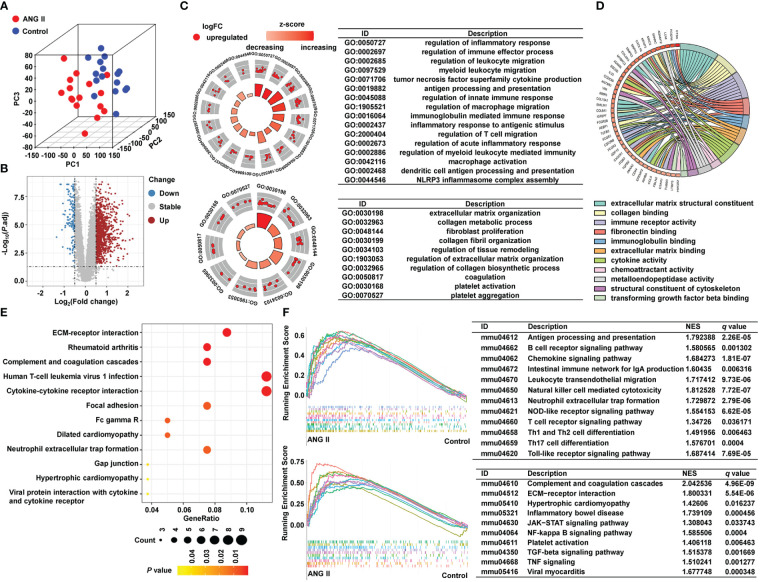
Identification of DEGs and pathway enrichment. **(A)** Three-dimensional principal component analysis. **(B)** A volcano plot showing 1215 differentially expressed genes. **(C)** Pathway enrichment result of GO biological process. **(D)** Pathway enrichment result of GO molecular function. **(E)** KEGG analysis. **(F)** GSEA result of KEGG. GO, Gene Ontology. KEGG, Kyoto Encyclopedia of Genes and Genomes. GSEA, Gene Set Enrichment Analysis.

To examine the underlying mechanisms of the two groups, we conducted pathway enrichment analysis. As shown in **Figure 2C** and **Supplementary Figure 1**, biological process pathways enriched in the hypertensive-LVH group were mostly related to the immune system and extracellular matrix (ECM), such as regulation of immune effector process, regulation of macrophage migration, and ECM organization. 

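Gene lists were written by hand for the themes the paper names, before the values were read, and they are not the GO terms themselves. They were tested with camera, a set test of limma, with a preset correlation between genes of 0.01 and adjustment over 14 lists. The 73 tested genes of ECM-receptor interaction rose by a mean log2 fold change of 0.40 (camera, adjusted p = 5.45e-05), and 65 of them were higher in the hypertensive-LVH group. For 50 genes of collagens and their processing, the mean was 0.92 (camera, adjusted p = 1.18e-09), and all 50 were higher. Of these, 38 had an adjusted p-value under 0.05 over all genes and 43 when adjusted over the list alone. The mean difference of this list was 0.19 in samples 1 to 3, 2.65 in samples 4 to 6, 0.51 in samples 7 to 9 and 0.33 in samples 10 to 12. The 64 genes of leukocyte and macrophage migration rose by 0.37 (camera, adjusted p = 6.28e-05); 33 of them were past the adjusted p-value over all genes and 39 adjusted over the list alone. For 49 genes of complement and coagulation the mean was 0.44 (camera, adjusted p = 1.21e-05), and for 41 genes of antigen processing and presentation it was 0.26 (camera, adjusted p = 0.0107). Of the 14 lists, 13 were past an adjusted p-value of 0.05 with camera, 14 with fry and 0 with camera and an estimated correlation. Camera asks whether a list changed more than the other genes. Fry asks only whether the genes of a list changed, so it cannot show that a list stands out from other genes. Quantile normalization left the direction of each of these lists unchanged. Without samples 4 to 6 of each group, chosen after the data were seen, the mean log2 fold change was 0.16 for ECM-receptor interaction, 0.34 for collagens, 0.23 for migration, 0.21 for complement and coagulation and 0.12 for antigen processing.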

The GO chord plot shows that genes upregulated in the hypertensive-LVH group were also enriched in immune response and ECM (**Figure 2D**). 

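The 118 tested genes of cytokine-cytokine receptor interaction, again a list written by hand and not the KEGG pathway, had a mean log2 fold change of 0.24 (camera, adjusted p = 6.83e-04). Of them, 92 were higher in the hypertensive-LVH group. The list mean differed by 0.04 in samples 1 to 3, 0.57 in samples 4 to 6, 0.26 in samples 7 to 9 and 0.09 in samples 10 to 12. An adjusted p-value under 0.05 was reached by 51 higher and 6 lower genes, or 57 in all, and by 61 adjusted over the list alone.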

KEGG analysis revealed that pathways such as ECM-receptor interaction, human T-cell leukemia virus 1 infection, and cytokine-cytokine receptor interaction were enriched in the hypertensive-LVH group (**Figure 2E**). Moreover, dilated cardiomyopathy and hypertrophic cardiomyopathy were enriched. 

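A list of 79 genes of hypertrophic and dilated cardiomyopathy had a mean log2 fold change of 0.16, and 54 of the genes were higher in the hypertensive-LVH group. With camera, the list was not past the threshold (adjusted p = 0.238). With fry, which does not compare the list with other genes, the adjusted p was 0.0019. After quantile normalization, camera gave 4.5e-04. The mean was 0.09 without samples 4 to 6 of each group, chosen after the data were seen. Of these genes, 28 rose and 13 fell past the adjusted p-value over all genes, 41 in all, and 49 did so adjusted over the list alone. A list of 14 markers of hypertrophy had a mean log2 fold change of 1.78 (camera, adjusted p = 8.6e-07).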

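Hand-written lists stand beside 3 signaling pathways, JAK-STAT, NF-κB and TGF-β. The 75 genes of JAK-STAT signaling had a mean log2 fold change of 0.18 (camera, adjusted p = 0.00907), with 32 genes past the adjusted p-value over all genes and 32 adjusted over the list alone. Their mean differed by 0.13, 0.29, 0.16 and 0.14 in the 4 sets in order. For 84 genes of NF-κB signaling, the mean was 0.18 (camera, adjusted p = 0.00449), with 30 genes past over all genes and 31 adjusted over the list alone. The differences were 0.01, 0.46, 0.14 and 0.11. For 70 genes of TGF-β signaling, the mean was 0.25 (camera, adjusted p = 0.00449), with 27 genes past over all genes and 28 adjusted over the list alone, and differences of 0.05, 0.65, 0.14 and 0.17.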

The upper part of **Figure 2F** shows that immune cell infiltration was engaged in the hypertensive-LVH group, which was determined by GSEA, and the lower part of the figure displays typical signaling pathways enriched in the hypertensive-LVH group, like the Janus kinase-signal transducer and activator of transcription (JAK−STAT) signaling pathway, nuclear factor kappa B (NF-κB) signaling pathway, and TGF-β signaling pathway. The pathway enrichment analysis indicated that immune-related activity was heightened in the hypertensive-LVH group.

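A permutation test of the samples does not treat genes as replicates, but it does not compare a list with the other genes either. By this test of each list mean, a setting chosen after the data were seen, all 14 lists differed between the groups, with adjusted p from 7e-05 to 0.00375. With labels exchanged only within the 4 sets, the adjusted p ran from 1.75e-04 to 0.00751 (exact permutation test). The list of leukocyte and macrophage migration was higher than the control median in 11 of the 12 samples of the hypertensive-LVH group.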

### 3.2 Identification of hub genes by WGCNA and machine learning

To identify hub genes related to the immune process in LVH, we adopted WGCNA to find immune-related modules. First, the optimal soft power β = 18 was confirmed by scale independence and mean connectivity (**Figure 3A**). 

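A co-expression network was rebuilt from the 14026 tested genes with the absolute Pearson correlation raised to the power 18. The scale-free fit index, signed so that a falling distribution is positive, was -0.696 at power 1, 0.683 at power 6, 0.736 at power 12 and 0.774 at power 18. The mean connectivity fell to 15.6 at power 18, with a median of 2.83.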

Among the seven co-expression modules identified (**Figure 3B**; **Supplementary Table 2**), module turquoise (4898 genes) had the strongest positive correlation with group, immune score, stroma score, and microenvironment score (**Figure 3C**). Additionally, fibroblast infiltration computed by xCell had the strongest correlation with module turquoise. 

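Topological overlap, average linkage and a fixed tree height of 0.99 gave 19 modules of at least 30 genes and left 7344 genes in none. WGCNA's own tree cutting was not used here. The largest module held 2048 genes, and its eigengene, the first principal component of the module, correlated with group at r = 0.602 (two-sided permutation test, p = 0.00204). With the mean of each set removed, r was 0.603, which is a weak check, since the adjustment had already shifted the values by set. Without samples 4 to 6 of each group, r was 0.420. The strongest relation with group was that of a module of 1510 genes, with r = -0.829 (permutation test, p = 1e-05, the smallest the test can give). A smaller module, with 75 genes of the list of the mitotic cell cycle, had r = 0.819 (permutation test, p = 2e-05). C1qtnf6 and Fcgr3 lay in the largest module, Birc5, Nuf2 and Cdca3 in the module rich in cell cycle genes, and Ankrd1 in the module of 1510 genes. This division depends on the power, since with power 12 all 6 hub genes lay in 1 module of 4145 genes.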

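The eigengene of the largest module of the rebuilt network was compared with the marker scores of 14 cell types after the mean of each group was removed, and 11 of the 14 relations were past the adjusted p-value by a permutation test of Spearman's rho. Marker genes that lie in the module were not left out of the scores, which can raise these relations. With the fibroblast score, rho was 0.803 (permutation test, p = 1e-05, adjusted p = 3.5e-05) and r was 0.836 (permutation test, p = 1e-05). Without the 2 samples farthest from the median of the score r was 0.820, and within the sets rho was 0.895. With the macrophage score, rho was 0.817 (permutation test, p = 1e-05, adjusted p = 3.5e-05) and r was 0.826 (permutation test, p = 1e-05), with r = 0.793 without the 2 farthest samples and rho = 0.66 within the sets. The highest rho was that of monocytes, 0.884 (permutation test, p = 1e-05, adjusted p = 3.5e-05), with r = 0.868 (permutation test, p = 1e-05), r = 0.849 without the 2 farthest samples and rho = 0.873 within the sets. Smooth muscle and pericytes followed with rho = 0.862 (permutation test, p = 1e-05, adjusted p = 3.5e-05), r = 0.891 (permutation test, p = 1e-05), r = 0.887 without the 2 farthest samples and rho = 0.723 within the sets.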

Next, we specifically examined correlations between the module membership in turquoise and the gene significance for each trait (**Figure 3D**). The spearman’s correlation coefficient between the module membership and gene significance for group was 0.61, for immune score was 0.88, for stroma score was 0.5, and for microenvironment score was 0.86, all with *P* value < 1e-200. These findings showed that the turquoise module was the most connected to immune infiltration.

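In the largest module of the rebuilt network, the absolute correlation of a gene with the eigengene and with group gave a Spearman's rho of 0.368 across 2048 genes. For the macrophage marker score in place of group, rho was 0.531, and for the fibroblast marker score it was 0.787. These coefficients are across genes, which are not independent replicates, so no p is given.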

**Figure 3:**
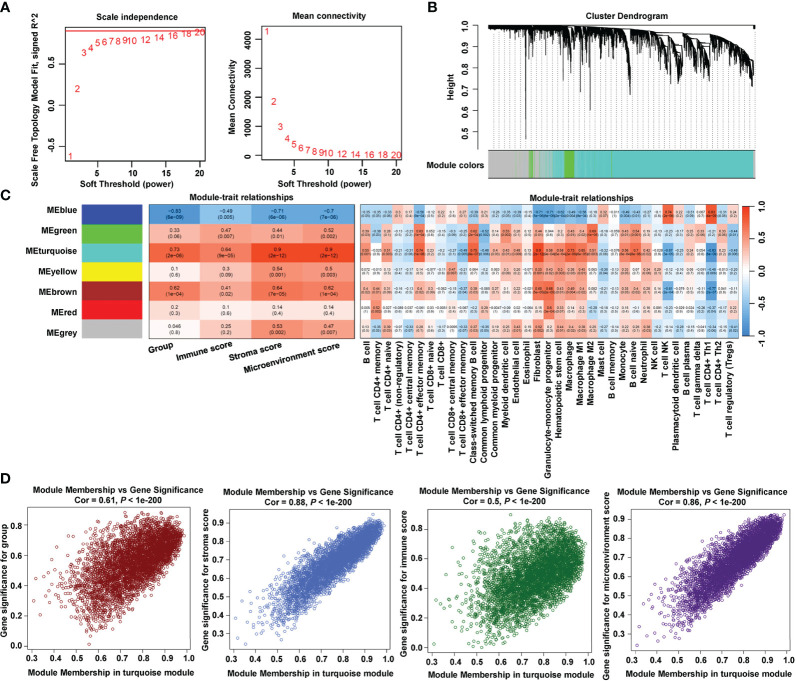
Identification of immune-related module by WGCNA. **(A)** Estimation of the scale independence index of the 1–20 soft threshold power (β = 18) and determination of the mean connectivity of the 1–20 soft threshold power. **(B)** Cluster dendrogram of gene co-expression. **(C)** Relationships between consensus module eigengenes and immune characteristics. **(D)** Relationships between module membership in turquoise module and gene significance.

SVM-RFE and random forest were utilized to downsize genes in module turquoise. **Figure 4A** shows the top 30 genes in mean decrease accuracy and mean decrease Gini calculated by random forest. Among them, 24 genes were identified as important genes distinguishing the control group from the hypertensive-LVH group (**Figure 4B**). 

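Random forests of 5000 trees were grown on the 831 DEGs with 10 seeds, and the mean decrease in accuracy was averaged over the seeds. Nuf2 ranked 14, Ccna2 16, Uchl1 18 and C1qtnf6 19, and no other of the 15 genes the paper selected was among the top 30. No gene was in the top 30 with every seed, and 58 genes were in it with at least 1 seed. With all 14026 tested genes offered, 3 of the 15 genes were in the top 30.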

A Venn diagram showed that there were 15 overlapping genes identified by two algorithms (**Figure 4C**), which were kinesin family member 22 (*Kif22*), cell division cycle associated 3 (*Cdca3*), mitotic checkpoint serine/threonine kinase (*Bub1b*), centrosomal protein 55 (*Cep55*), Fc receptor, IgG, low-affinity III (*Fcgr3*), C1q and tumor necrosis factor–related protein 6 (*C1qtnf6*), translocator protein (*Tspo*), NDC80 kinetochore complex component (*Nuf2*), cyclin A2 (*Ccna2*), baculoviral IAP repeat containing 5 (*Birc5*), pannexin 1 (*Panx1*), ankyrin repeat domain 1 (*Ankrd1*), cyclin B1 (*Ccnb1*), ubiquitin carboxy-terminal hydrolase L1 (*Uchl1*), and transforming, acidic coiled-coil containing protein 3 (*Tacc3*). 

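All 15 genes were DEGs and higher in the hypertensive-LVH group, with a median log2 fold change of 0.97. The count was also 15 when adjusted over the list alone, which is not independent evidence, since the genes were chosen on these samples. The 34 genes of Figure 4A were all DEGs and higher as well. In the rebuilt network, 10 of the 15 genes lay in the module rich in cell cycle genes.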

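LASSO regression (glmnet, binomial, 10-fold cross-validation) was run on the FPKM values of the 15 genes with 100 seeds. At the penalty with the lowest deviance, Fcgr3, Nuf2 and Ankrd1 were kept in 100 of 100 runs and Birc5 in 92. Cdca3, C1qtnf6 and the other 9 genes were kept in 0 runs. Between 3 and 4 genes were kept per run. With a gaussian model, Ccna2 was kept in 94 runs and C1qtnf6 in 22. With the larger penalty, Nuf2 was kept in 4 runs and Uchl1, which is not a hub gene, in 96.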

Finally, LASSO regression recognized six hub genes with the lowest binominal deviance (**Figure 4D**). 

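Positions are those of GENCODE vM21 on GRCm38, and all of the genes are protein-coding. Ankrd1 (ENSMUSG00000024803.9) lies on chromosome 19 from 36111961 to 36120099 and Birc5 (ENSMUSG00000017716.15) on chromosome 11 from 117849251 to 117855743. Nuf2 (ENSMUSG00000026683.14) lies on chromosome 1 from 169497934 to 169531464, and Fcgr3 (ENSMUSG00000059498.13) on the same chromosome from 171051174 to 171064935. C1qtnf6 (ENSMUSG00000022440.9) lies on chromosome 15 from 78523346 to 78531416 and Cdca3 (ENSMUSG00000023505.13) on chromosome 6 from 124829547 to 124833701.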

The hub genes were *Ankrd1*, *Birc5*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3*. A nomogram was constructed to predict the occurrence of hypertension-indicated LVH (**Figure 4E**), and the receiver operating characteristic (ROC) curve was drawn to evaluate the accuracy of the nomogram (**Figure 4F**). Additionally, the ROC curve of each hub gene was drawn separately in **Figure 4G**. 

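With FPKM as the score, each of Birc5, Nuf2, C1qtnf6 and Cdca3 ranked all 12 samples of the hypertensive-LVH group above all 12 control samples (AUC 1.000). For Ankrd1 and Fcgr3 the AUC was 0.993, with 1 pair of samples out of order. Each had a permutation p of 1e-05, the smallest that the test can give. These values are not independent evidence, since the paper chose the hub genes on these samples. After quantile normalization the AUC of Nuf2 was 0.993, and those of Ankrd1 and Fcgr3 were 1.000. In total, 38 of the genes tested had an AUC of 1.000, 11 of them in the list of the mitotic cell cycle, and 68 had an AUC of 0.000. Of 99 random splits of the samples, the most that any separated was 1 gene.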

The area under the curve (AUC) of *Birc5*, *Nuf2*, and *C1qtnf6* was 1.000 and the AUC of *Ankrd1* and *Fcgr3* was 0.996. These results showed that we successfully identified six hub immune-related genes with the potential to diagnose between LVH and normal heart tissue.

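Separation was also counted over the 36 pairs of an ANG II and a control sample within the sets, among the 13397 genes with recovered values. As deposited, 92 genes were higher in all 36 pairs and 160 were lower. Before the adjustment, 42 were higher and 66 were lower. By chance, 0.0837 genes would be expected in each direction. Of the 37 genes with an AUC of 1.000 and recovered values, 12 also separated the groups within all sets before the adjustment. From the ROC curves, the paper concludes that the hub genes it identified have the potential to tell LVH from normal heart tissue.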

**Figure 4:**
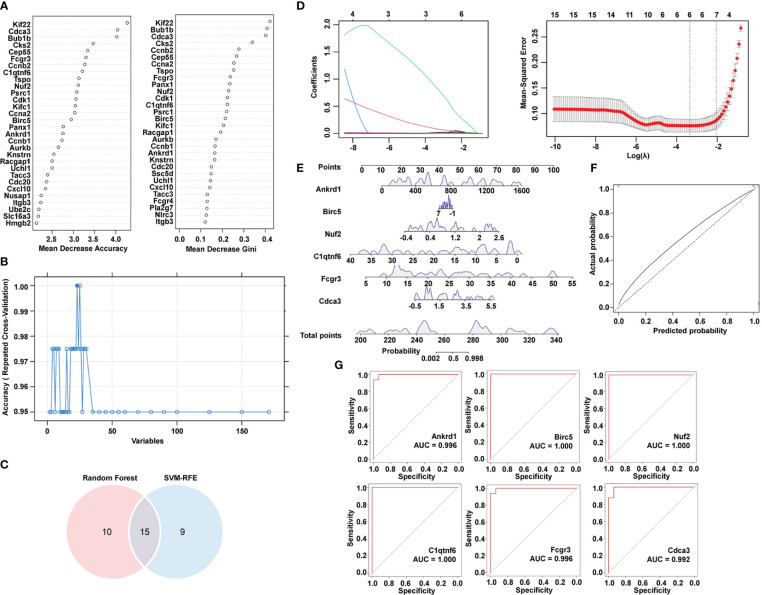
Identification of hub immune-related genes by machine learning algorithms. **(A)** Top 30 most important genes identified by mean decrease accuracy and mean decrease Gini of random forest. **(B)** SVM-RFE algorithm to determine hub genes. **(C)** Venn diagram showing the intersection of two algorithms. **(D)** LASSO regression to determine the hub genes. **(E)** Nomogram combining six hub genes screened by Lasso. **(F)** ROC curve of predicted score by nomogram. **(G)** ROC curve of each hub gene expression for LVH. SVM-RFE, support vector machine-recursive feature elimination. LASSO, least absolute shrinkage and selection operator. ROC, receiver operating characteristic. LVH, left ventricular hypertrophy.

### 3.3 Immune infiltration landscape and correlation with hub genes

It has been reported that immune cell interactions and inflammatory signaling mechanisms play crucial roles in cardiac hypertrophy and remodeling (26). We adopted six deconvolution algorithms to explore the immune infiltration distinction between the control group and the hypertensive-LVH group. The quantification of the relative proportion computed by CIBERSORT is shown in **Figure 5A**. Three algorithms, namely, TIMER, quanTIseq, and EPIC, found that macrophages and CD8+ T cells had higher levels of infiltration in the hypertensive-LVH group (**Figure 5B**). 

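The deconvolution tools were not used here. Instead, the mean log2(FPKM + 1) of a list of marker genes written by hand was compared between the groups for 14 cell types. The macrophage score was 4.43 ± 0.43 (SD, n = 12) in the hypertensive-LVH group and 3.75 ± 0.33 (SD, n = 12) in the control group (permutation test, two-sided, adjusted p = 8.4e-04; 18 genes). It was above the control median in 11 of the 12 samples, and it differed by 0.12, 1.31, 1.00 and 0.29 in the 4 sets in order. The CD8 T cell score, which rests on Cd8a and Cd8b1 alone, was 0.67 ± 0.17 against 0.49 ± 0.17 (SD, n = 12 per group; permutation test, adjusted p = 0.037). With labels exchanged within the sets, its adjusted p was 0.0561 (exact permutation test), and the difference was negative in samples 7 to 9 (-0.14). After quantile normalization, the difference in the CD8 T cell score was 0.09 (permutation test, adjusted p = 0.221).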

The results predicted by xCell showed that all the immune cells except CD8+ T cells, Th1 subset of CD4+ T cells, and regulatory T cells exhibited higher proportions in the hypertensive-LVH group and higher scores of the immunity, stroma, and microenvironment (**Figure 5C**). The prediction of mMCP-counter revealed that T cells, CD8+ T cells, macrophages, eosinophils, lymphoids, endothelial cells, and fibroblasts were significantly upregulated in the hypertensive-LVH group (**Figure 5D**). Specifically, the radar plot demonstrates that the relative proportions of CD8+ T cells and macrophages increased overall in the hypertensive-LVH group (**Figure 5E**). In addition, the expression of common immune stimulators was compared between the two groups, and genes such as *Cd276*, interleukin 6 (*Il6*), *Cd80*, *Cd27*, and C-X-C motif chemokine receptor (*Cxcr4*) were all significantly upregulated in the hypertensive-LVH group (**Figure 5F**; **Supplementary Figure 2**). 

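Among the other marker scores, that of fibroblasts was higher by 1.07 in the hypertensive-LVH group (permutation test, adjusted p = 0.0035; 14 genes; 10 of 12 samples above the control median). The difference was 3.55 in samples 4 to 6, against 0.13, 0.36 and 0.24 in the other sets. The T cell score was higher by 0.14 (permutation test, adjusted p = 0.0436) and, within sets, had an adjusted p of 0.0633 (exact permutation test). The scores of monocytes (0.67, adjusted p = 0.0152), dendritic cells (0.26, adjusted p = 3.5e-04) and NK cells (0.15, adjusted p = 0.0184) were higher by the same permutation test. That of cardiomyocytes was lower (-0.23, adjusted p = 1.4e-04). The scores of endothelial cells (0.07, adjusted p = 0.256), eosinophils (0.01, adjusted p = 0.888; 2 genes tested), neutrophils (0.08, adjusted p = 0.756), mast cells (0.20, adjusted p = 0.263), smooth muscle (0.29, adjusted p = 0.0762) and B cells (-0.02, adjusted p = 0.725) were not past the threshold. In all, 8 of the 14 scores were past it, against 5 after quantile normalization. These 5 were macrophages, monocytes, dendritic cells, fibroblasts and B cells. The B cell score was then lower (-0.096; permutation test, adjusted p = 0.0164). The scores of T cells, CD8 T cells, NK cells and cardiomyocytes (-0.042; permutation test, adjusted p = 0.183) were then not past it.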

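Of the genes that the text names, Cd276 had a log2 fold change of 0.46 ± 0.15 (standard error; limma, adjusted p = 0.0196), Il6 of 0.31 ± 0.11 (limma, adjusted p = 0.0323) and Cd27 of 0.16 ± 0.05 (limma, adjusted p = 0.013). Cxcr4 (0.40 ± 0.17; limma, adjusted p = 0.0679) and Cd80 (0.15 ± 0.07; limma, adjusted p = 0.127) were not past the threshold. With quantile normalization, Il6 (limma, adjusted p = 0.11) and Cd27 (limma, adjusted p = 0.0982) were not past it either. The mean FPKM of Il6 was 0.516 ± 0.365 (SD, n = 12) against 0.206 ± 0.178 (SD, n = 12), and that of Cd27 was 0.377 ± 0.127 against 0.228 ± 0.081, close to the lowest values tested. Of the 35 stimulators of Figure 5F that were tested, 9 were higher and 1 was lower past the adjusted p-value, and 10 were past it adjusted over the list alone. Of 16 inhibitors of Supplementary Figure 2, 5 were higher and 3 were lower, and 11 were past the threshold adjusted over the list alone. The lower ones were Ctla4 (-0.35), Il10rb (-0.21) and Kdr (-0.23).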

The data demonstrated that in the hypertensive-LVH group, the proportions of macrophages, CD8+ T cells, and fibroblasts were higher than in the control group.

**Figure 5:**
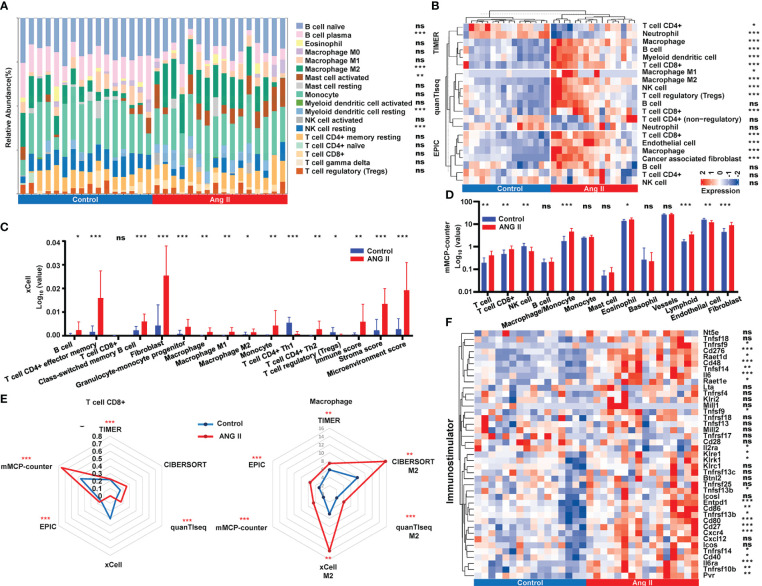
Immune infiltration landscape analysis. **(A)** Relative abundance of immune infiltration calculated by CIBERSORT. **(B)** Immune infiltration of immune cells obtained by TIMER, quanTIseq, and EPIC. **(C)** Comparison of immune cell abundance between control and ANG II based on xCell. **(D)** Comparison of immune cell abundance between control and ANG II based on mMCP-counter. **(E)** Radar plot demonstrating the extent of CD8+ T cells and M2 macrophages between the control group and the hypertensive-LVH group by six algorithms. **(F)** The expression of immunostimulatory genes by control and ANG II. CIBERSORT, Cell-type Identification by Estimating Relative Subsets of RNA Transcripts. TIMER, Tumor Immune Estimation Resource. quanTIseq, quantification of the Tumor Immune contexture from human RNA-seq data. EPIC, Estimating the Proportion of Immune and Cancer cells. ANG II, angiotensin II. mMCP-counter, murine Microenvironment Cell Population counter. ***P < 0.001; **P < 0.01; *P < 0.05; ns, not significantly.

To investigate the mechanistic relationship between hub genes and immune infiltration, we compared the expression of hub genes and immune proportion. According to xCell, effector memory CD4+ T cells, cancer associated fibroblasts, and macrophages had strong correlations with all six hub genes and the risk score (**Figure 6A**). Similarly, the proportions of macrophages and fibroblasts predicted by mMCP-counter showed strong correlations with the expression of each hub gene (**Figure 6B**). Furthermore, the risk score (**Figure 6C**) was strongly and positively correlated with macrophages (cor = 0.80, *P* = 3.84e-06), lymphoids (cor = 0.74, *P* < 1e-200), and fibroblasts (cor = 0.69, *P* = 1.34e-04). 

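Correlations of the hub genes with the marker scores were computed after the mean of each group was removed, since a difference between the groups alone makes any pair of changed measures correlate. Hub genes were left out of the scores. Of 84 relations, 14 had an adjusted p-value under 0.05 by a two-sided permutation test of Spearman's rho, 10 of them with C1qtnf6, 3 with Fcgr3 and 1 with Cdca3. With median-ratio scaling the count was 9, and with quantile normalization it was 7. Fcgr3 followed the macrophage score with rho = 0.828 (permutation test, p = 4e-05, adjusted p = 5.6e-04) and r = 0.878 (permutation test, p = 2e-05). Without the 2 samples farthest from the median of the score, r was 0.811, and within the sets rho was 0.753. C1qtnf6 followed the fibroblast score with rho = 0.851 (permutation test, p = 1e-05, adjusted p = 4.2e-04) and r = 0.848 (permutation test, p = 2e-05), with r = 0.933 without the 2 farthest samples and rho = 0.666 within the sets. For Cdca3 and macrophages, rho was 0.557 (permutation test, p = 0.00685, adjusted p = 0.0443) and r was 0.495 (permutation test, p = 0.015), with r = 0.623 without the 2 farthest samples, and within the sets rho was 0.23. With macrophages, the adjusted p of rho was 0.146 for Ankrd1, 0.356 for Birc5 and 0.405 for Nuf2.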

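In place of the risk score of the nomogram, the mean of the standardized values of the 6 hub genes was compared with 14 marker scores after the mean of each group was removed. With macrophages, rho was 0.778 (permutation test, p = 4e-05, adjusted p = 3.5e-04) and r was 0.719 (permutation test, p = 8e-05). Without the 2 farthest samples r was 0.735, and within the sets rho was 0.605. Within the hypertensive-LVH group rho was 0.776, and within the control group it was 0.706. With fibroblasts, rho was 0.462 (permutation test, p = 0.0241, adjusted p = 0.0751) and r was 0.353 (permutation test, p = 0.138), with r = 0.343 without the 2 farthest samples and rho = 0.663 within the sets. Of the 14 scores, those of macrophages and monocytes were past the adjusted p-value. Across all samples, with the group means kept, rho was 0.863 with macrophages and 0.763 with fibroblasts. The difference between the groups adds to these values.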

The results indicated that the expression of each of the six hub genes was strongly correlated with immune infiltration, and the risk score was closely connected with essential immune cells.

**Figure 6:**
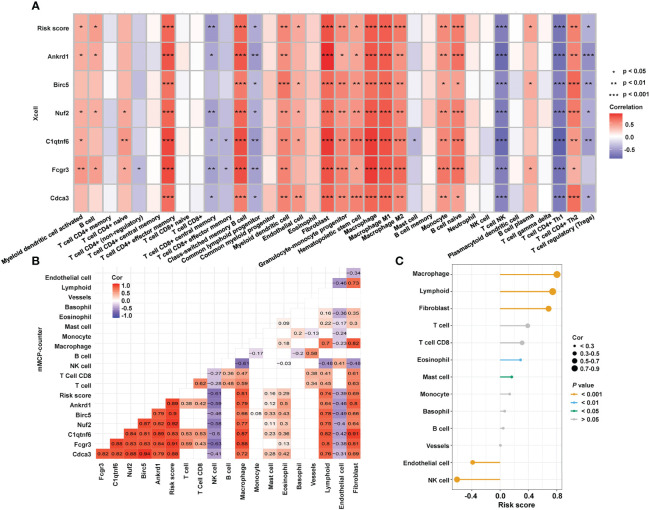
Relationship between hub genes and immune infiltration. **(A)** Correlations among the abundance of immune cells, the expression of hub genes, and risk score, as determined by xCell. **(B)** Correlations among the immune infiltration, the expression of hub genes, and risk score, as calculated by mMCP-counter. **(C)** Correlation between immune cells and risk score as computed by an mMCP-counter. mMCP-counter, murine Microenvironment Cell Population counter. ***P < 0.001; **P < 0.01; *P < 0.05.

### 3.4 Competitive endogenous RNA network

To further investigate the underlying regulatory mechanisms of hub genes, we collected the miRNAs connected to hub genes in ENCORI and the lncRNA correlated with these miRNAs (**Figure 7A**). Five TFs—bromodomain-containing protein 4 (*BRD4*), RNA polymerase II subunit A (*POLR2A*), E1A binding protein p300 (*EP300*), forkhead box A1 (*FOXA1*), and Spi-1 proto-oncogene (*SPI1*)—had regulatory relationships with the hub genes. 

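The mean FPKM of Ankrd1 was 1100 ± 268 (SD, n = 12) in the hypertensive-LVH group and 433 ± 172 (SD, n = 12) in the control group, a log2 fold change of 1.44 (standard error 0.22; limma, adjusted p = 3.7e-05). Birc5 had 3.81 ± 1.27 against 0.644 ± 0.733 FPKM and a log2 fold change of 1.5 (limma, adjusted p = 2.1e-06). For Nuf2 the means were 1.51 ± 0.572 and 0.393 ± 0.276 FPKM (log2 fold change 0.82; limma, adjusted p = 1.2e-05). C1qtnf6 rose from 8.43 ± 4.36 to 25.5 ± 8.36 FPKM (log2 fold change 1.69; limma, adjusted p = 4.5e-04) and Fcgr3 from 16.3 ± 3.85 to 33.1 ± 9.06 FPKM (log2 fold change 0.97; limma, adjusted p = 8.5e-06). Cdca3 had 3.58 ± 1.38 against 0.573 ± 0.711 FPKM (log2 fold change 1.49; limma, adjusted p = 3.9e-06). In the control group, 2 values of Birc5, 2 of Nuf2 and 3 of Cdca3 were negative as deposited. All 36 pairs of an ANG II and a control sample within the sets were in the same order for each gene (exact permutation test within the sets, two-sided, p = 1.25e-05, the smallest it can give). Before the adjustment, Nuf2 was higher in 36 of the pairs, Fcgr3 in 34, Birc5 and Cdca3 in 33 and C1qtnf6 in 31, with exact permutation p from 1.25e-05 to 1.1e-04. The values of Ankrd1 before the adjustment were not recovered. Because the paper chose the hub genes on these samples, these tests are not independent evidence.

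**Figure D2:**
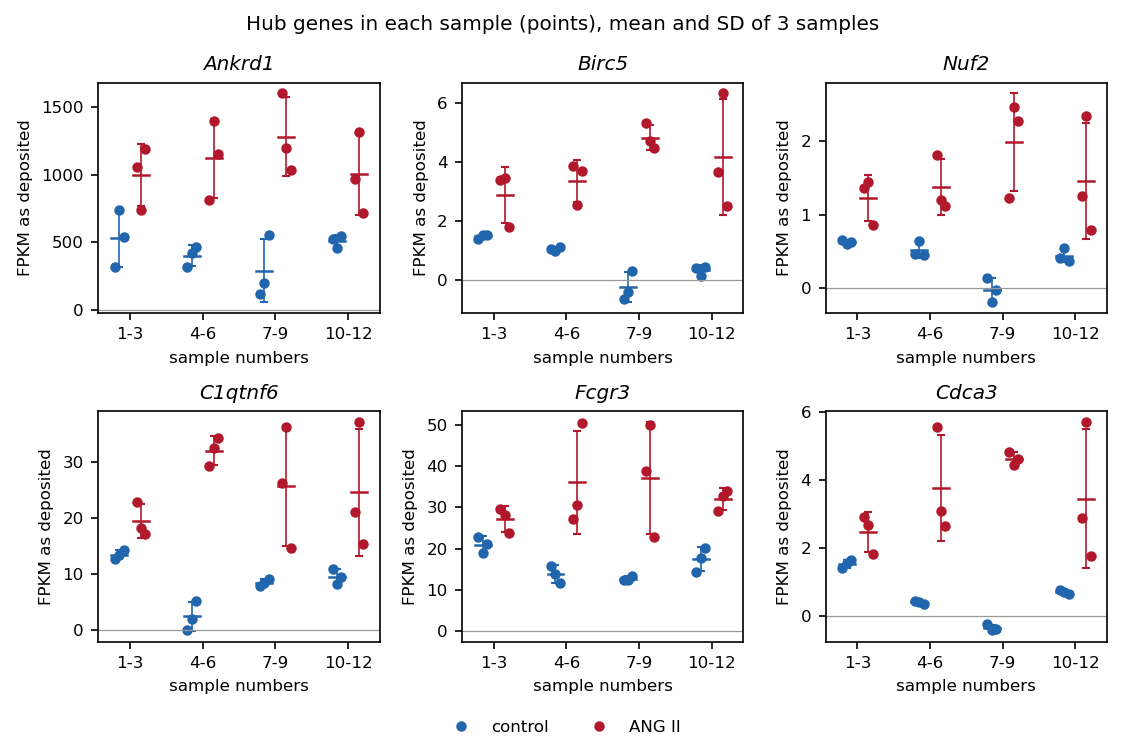
FPKM as deposited of the hub genes in each of the 24 samples, by set of samples and group, with the mean and SD of 3 samples. Within each set, every sample of the hypertensive-LVH group lies above every control sample (36 of 36 pairs per gene).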

The expression of hub genes in RNA-seq data is shown in **Figure 7B**, and all six hub genes were found to be upregulated in the hypertensive-LVH group. 

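Foxa1 is not in the table. Spi1, on chromosome 2 of GRCm38 from 91082390 to 91115756, had 12.4 ± 4.46 FPKM (SD, n = 12) in the hypertensive-LVH group and 7.80 ± 2.30 (SD, n = 12) in the control group. Its log2 fold change was 0.58 ± 0.16 (standard error; limma, adjusted p = 0.00806), and its mean FPKM differed by 0.251, 7.99, 9.75 and 0.239 in the 4 sets in order. Polr2a had 18.1 ± 1.93 against 16.4 ± 2.69 FPKM, and its log2 fold change of 0.15 ± 0.08 was not past the threshold (limma, adjusted p = 0.138). Ep300 had a log2 fold change of 0.10 ± 0.08 (limma, adjusted p = 0.342).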

There were four TFs included in RNA-seq data (**Figure 7C**), and *Polar2a*, *Brd4*, and *Spi1* were overexpressed in the hypertensive-LVH group. Next, the correlations between TFs and hub genes were examined (**Figure 7D**). 

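Across all 24 samples, Spi1 and Fcgr3 had a Spearman's rho of 0.790 and a Pearson's r of 0.870. With the mean of each group removed, rho was 0.812 (two-sided permutation test, p = 3e-05, adjusted p = 7.2e-04 over the 24 relations of transcription factors with hub genes). Pearson's r was then 0.854 (permutation test, p = 2e-05, adjusted p = 4.8e-04), and 0.789 without the 2 samples farthest from the median of Spi1. Within the sets, rho was 0.663 and r was 0.813. Within the hypertensive-LVH group rho was 0.713, and within the control group it was 0.853.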

*Spi1* and *Fcgr3a* had the strongest correlations, each with a correlation coefficient of 0.88. The results showed that the expression of each hub gene was strongly correlated with TFs and indicated the underlying regulatory mechanism.

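Of the 24 relations with group means removed, 3 were past the adjusted p-value, all with Spi1, and the count was 3 with median-ratio scaling and 4 with quantile normalization. Besides Fcgr3, these were C1qtnf6 with rho = 0.622 (permutation test, p = 0.00132, adjusted p = 0.0158) and r = 0.489 (permutation test, p = 0.00466), and Cdca3 with rho = 0.581 (permutation test, p = 0.004, adjusted p = 0.032) and r = 0.568 (permutation test, p = 0.00476). Without the 2 samples farthest from the median of Spi1, r was 0.466 and 0.677, and within the sets rho was 0.496 and 0.172. The median rho of the 24 relations was 0.119. For comparison, 2000 random pairs of genes higher in the hypertensive-LVH group had a median rho of 0.711 across all samples, and 9.4% of the pairs reached at least 0.88.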

**Figure 7:**
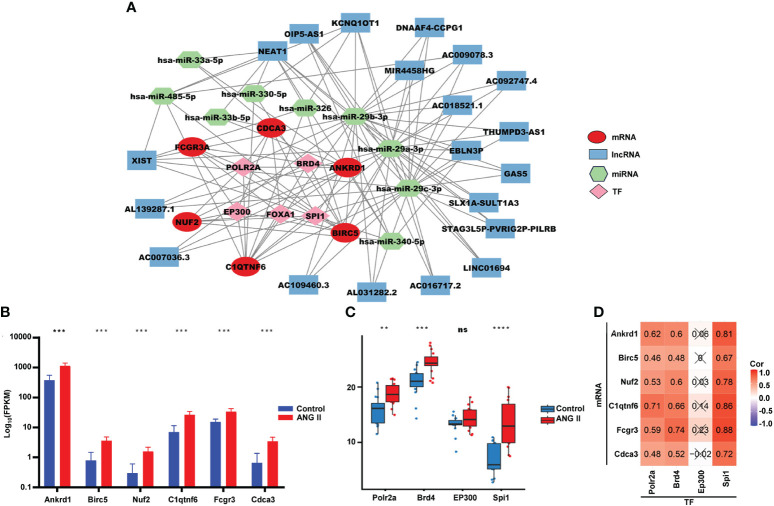
Competitive endogenous RNA network. **(A)** Multifactor-regulated functional network showing the relationships between hub gene mRNA, lncRNA, miRNA, and TFs. **(B)** The expression of six hub genes in RNA-seq. **(C)** The expression of TFs in the control group and the hypertensive-LVH group. **(D)** The correlations between TFs and hub genes. TF, transcription factor. ****P < 0.0001; ***P < 0.001; **P < 0.01; ns, not significantly.

### 3.5 Validation of the ANG II-infused LVH model

As ANG II led to the development of hypertension in the LVH mouse model, both systolic and diastolic blood pressure became remarkably elevated in the LVH group compared with the control group (**Figure 8A**). Echocardiography revealed that ANG II hearts had an increased LV wall thickness, diameter, fractional shortening (FS%), and ejection fraction (EF%, **Figure 8B**) compared to the control group, and the LV internal diameter was smaller after Ang II infusion. The CMRI image of the left ventricle in the short axis view demonstrates that the thickness of the left ventricle wall increased significantly in the ANG II treated mice (**Figure 8C**), both in end systole and end diastole. Furthermore, the end-systolic anterior wall thickness (ESAWT), end-diastolic anterior wall thickness (EDAWT), end-systolic posterior wall thickness (ESPWT), and end-diastolic posterior wall thickness (EDPWT) increased in the hypertensive-LVH group, while the end-diastolic dimension (EDD), end-systolic dimension (ESD), end-systolic volume (ESV), and end-diastole volume (EDV) of the left ventricle decreased (**Figure 8D**). To further assess cardiac hypertrophy and function, we used histology with wheat germ agglutinin (WGA) staining to evaluate myocyte size and Masson’s trichrome staining to assess fibrosis condition. Cardiac myocyte size was found to be increased significantly after ANG II infusion in left ventricular tissues (**Figure 8E**). In Masson’ trichrome staining, ANG II infusion significantly increased collagen deposition in left ventricular tissues (**Figure 8F**). Thus, these results suggested that we successfully established a myocardial hypertrophy model in mice.

**Figure 8:**
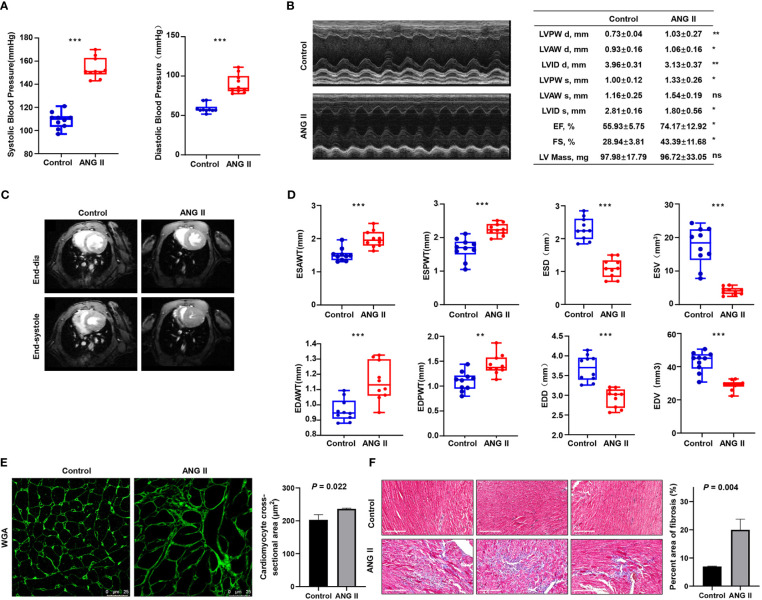
Validation of the ANG II-infused LVH model. **(A)** Blood pressure measured between the control group and ANG II group. **(B)** Representative pictures and results of M-mode echocardiography of the left ventricle in mice with saline infusion or ANG II infusion for 7 days. Data are presented as the mean ± SD for n = 5 mice. **(C)** Representative end‐diastolic and end‐systolic cine MR images of the left ventricle from saline‐treated and ANG II‐treated mice for 7 days. **(D)** Comparison of ESAWT, EDAWT, ESPWT, EDPWT, ESD, EDD, ESV, and EDV between two groups. **(E)** FITC-WGA staining in heart sections of mice with saline or ANG II infusion for 7 days and quantification of the myocyte cross-sectional area (n = 3). **(F)** Masson’s trichrome staining showing collagen deposition in the heart after 7 days of saline or ANG II infusion and quantitative analysis of fibrotic area (Masson trichrome-stained area in light blue normalized to total myocardial area; scale bar = 2 mm). TAC, transverse aortic constriction. ANG II, angiotensin II. LVPW d, left ventricular posterior wall diastolic thickness. LVAW d, left ventricular anterior wall diastolic thickness. LVID d, left ventricular internal diastolic dimension. LVPW s, left ventricular posterior wall systolic thickness. LVAW s, left ventricular anterior wall systolic thickness. LVID s, left ventricular internal systolic dimension. EF, ejection fraction. FS, fractional shortening. LV mass, left ventricular mass. MR, magnetic resonance. ESAWT, end-systolic anterior wall thickness. EDAWT, end diastolic anterior wall thickness. ESPWT, end systolic posterior wall thickness. EDPWT, end diastolic posterior wall thickness. EDD, end-diastolic dimension. ESD, end-systolic dimension. ESV, end-systolic volume. EDV, end-diastole volume. ***P < 0.001; **P < 0.01; *P < 0.05; ns, not significantly.

### 3.6 Validation of immune-related hub genes

Cardiac hypertrophy can be induced by pressure overload and volume overload. Common modeling approaches for pressure overload include transverse aortic constriction (TAC) and ANG II infusion. To validate the expression of immune-related hub genes, GSE186081 was included for external validation of hub gene expression, and the expression data of SHAM-LVH and TAC-LVH groups were used. As shown in **Supplementary Figure 3A**, *Ankrd1*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3* were all upregulated in the TAC-LVH group, and *Birc5* exhibited an increasing trend. In addition, we examined the hub genes in the volume overload model using data from GSE186968 (**Supplementary Figure 3B**). The expression of C1qtnf6 was found to be significantly higher in the volume overload group, while Ankrd1 and Fcgr3 tended to be overexpressed in the hypertrophy group. Inconsistencies found in other genes may be attributed to differences in modeling strategies (27) and the age of selected mice.

Moreover, RT-qPCR was performed on the left ventricles of ANG-II-induced mice and control mice, with more than 20 samples in each group (**Figure 9A**). All hub genes, namely, *Ankrd1*, *Birc5*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3*, were found to be overexpressed in the hypertensive-LVH group. Considering the existing evidence of *Ankrd1 (* 28, 29), *Birc5* (30, 31), *C1qtnf6 (* 32), and *Fcgr3 (* 33), we particularly focused on the protein expression and the localization of *Nuf2* and *Cdca3*. Western blotting analysis revealed that ANG II treatment resulted in higher level of CDCA3 and NUF2 compared to controls (**Figure 9B**). IF staining showed the co-localization of these two hub proteins with α-actin in ANG II -infused hearts, indicating that cardiac myocytes are the major source of CDCA3 (**Figure 9C**) and NUF2 (**Figure 9D**) in cardiac tissue. In sum, the expression of each hub gene was higher in the LVH group for both the mRNA and protein levels, and CDCA3 and NUF2 were primarily expressed in cardiac myocytes.

**Figure 9:**
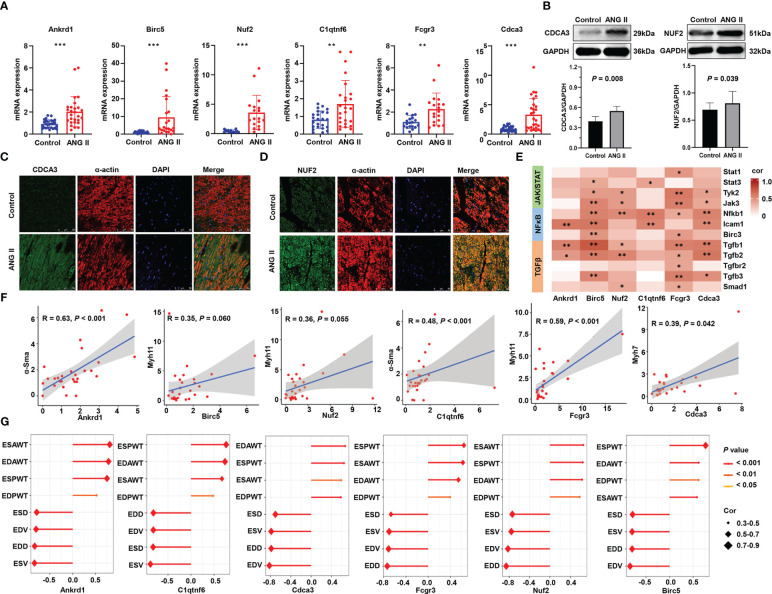
Validation of six immune-related hub gene. **(A)** RNA expression of six hub genes measured by qRT-PCR. **(B)** Western blot analysis of NUF2 and CDCA3 protein levels in hearts and the quantification of protein bands. Data are mean ± SD for n=8 mice. **(C)** Double immunofluorescence analysis of CDCA3 (green) and cardiac myocytes (α-actin, red) in heart samples. **(D)** Double immunofluorescence analysis of NUF2 (green) and cardiac myocytes (α-actin, red) in heart samples. **(E)** Heatmap of the correlation between hub genes and representative pathway markers qualified by q-RT PCR. **(F)** Scatter plots of the correlation of hub genes and myocardial hypertrophy markers. **(G)** Correlation of the structure and function parameters of the left ventricle in mice and the expression of six hub genes. ANG II, angiotensin II. ESAWT, end-systolic anterior wall thickness. EDAWT, end diastolic anterior wall thickness. ESPWT, end systolic posterior wall thickness. EDPWT, end diastolic posterior wall thickness. EDD, end-diastolic dimension. ESD, end-systolic dimension. ESV, end-systolic volume. EDV, end-diastole volume. ***P < 0.001; **P < 0.01; *P < 0.05.

To further investigate the roles of immune-related hub genes in indicating dysregulated pathways and myocardial hypertrophy, we performed correlation analysis on the relationship between them. In RNA-seq analysis, the six hub genes had a positive correlation with the signature genes in the JAK/STAT and NFκB pathways and a stronger correlation with genes in the TGF-β pathway (**Supplementary Figure 4**). 

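With the mean of each group removed, the 6 hub genes and the 12 signature genes of Supplementary Figure 4 gave 72 relations, of which 15 were past an adjusted p-value of 0.05 (two-sided permutation test of Spearman's rho), against 11 with median-ratio scaling and 12 with quantile normalization. For TGF-β, 10 of 30 relations were past it, with a median rho of 0.387. For JAK/STAT, 3 of 24 were past it, 2 of them positive, with a median rho of 0.090 and a lowest rho of -0.532. For NF-κB, 2 of 18 were past it, with a median rho of 0.304. Within the sets, the median rho was 0.217 for TGF-β, 0.072 for JAK/STAT and 0.261 for NF-κB. The strongest relation was that of C1qtnf6 with Tgfb3, with rho = 0.891 (permutation test, p = 1e-05, adjusted p = 3.6e-04), r = 0.797 (permutation test, p = 2e-05), r = 0.830 without the 2 farthest samples and rho = 0.563 within the sets. Tgfb1 (log2 fold change 0.44; limma, adjusted p = 0.00213) and Tgfb2 (0.66; limma, adjusted p = 3.3e-04) were higher in the hypertensive-LVH group.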

The results of q-RT PCR verified that *Tgfb1* and *Tgfb2* have a strong correlation with *Ankrd1*, *Birc5*, *Nuf2*, *Fcgr3*, and *Cdca3* (**Figure 9E**), which implies that immune hub genes may promote hypertrophy through the TGF-β pathway. Meanwhile, the hub gene mRNA levels have a strong correlation with myofibroblast differentiation markers (**Figure 9F**). Correlations between hub genes and the structure and function parameters of the left ventricle are displayed in **Figure 9G**. ESAWT, EDAWT, ESPWT, and EDPWT had positive correlations with the expression of each hub gene, whereas EDD, ESD, EDV, and ESV had negative correlations with the expression of each hub gene. These experimental results confirm that immune-related hub genes are strongly related to the hypertrophy pathological process and explain their predictive ability.

### 3.7 Identification of potential small-molecule drugs and molecular docking

To predict small-molecule drugs with the potential to treat LVH, we input the upregulated DEGs into the website CMap. 

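Of the human drug targets listed in Supplementary Table 3, 41 have a mouse gene of the same name among those tested. Of these, 20 were higher and 2 were lower past the adjusted p-value over all genes (limma), and 23 were past it adjusted over the list alone. DEGs higher in the hypertensive-LVH group were 5 of them.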

According to the score, 12 small-molecule drugs with the highest negative enrichment scores were identified as potential therapeutic compounds (**Supplementary Table 3**). They were methotrexate, etoposide, pyrvinium-pamoate, pyrimethamine, clofarabine, aminopurvalanol-a, purvalanol-a, floxuridine, cladribine, danusertib, 7b-cis, and RO-28–1675. Their structures were downloaded from CMap and are presented in **Figure 10A**.

**Figure 10:**
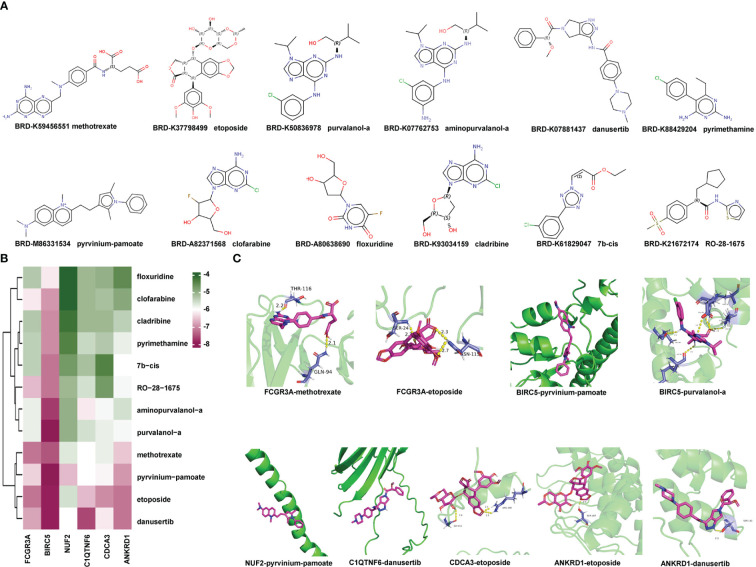
Identification of Potential Small-molecule Drugs and Molecular Docking: **(A)** Structures of the top 12 compounds predicted by CMap website. **(B)** Heatmap displaying the binding energy of small-molecule drug and the hub protein. **(C)** Small-molecule drug docking targets with the lowest binding energy. CMap, Connectivity Map.

Subsequently, we acquired the X-ray diffraction 3D structures of NUF2, BIRC5, and FCGR3A from the RCSB Protein Data Bank (**Supplementary Table 4**). The predicted 3D structures of ANKRD1, CDCA3, and C1QTNF6 were obtained from AlphaFoldDB due to a lack of records in the RCSB Protein Data Bank. The 3D structures of small-molecule drugs were downloaded from PubChem. Then, the software AutoDock Vina was used to calculate the binding affinities between hub proteins and small-molecule drugs. A lower score indicates that lower energy consumption is required for the drug and protein to bind. The predicted binding scores are shown in a heatmap in **Figure 10B**. Protein BIRC5 and compound pyrvinium-pamoate or purvalanol-a had the strongest binding affinities with the lowest absolute AutoDock Vina score of −8.3. Each protein with its lowest binding energy drug is visualized in a 3D structure in **Figure 10C**; **Supplementary Table 5**; the protein is colored green, the small-molecule drug is colored purple, and the yellow dotted lines represent hydrogen bonds. In summary, we identified small-molecule drugs with the potential to treat LVH, and the molecular docking findings indicated that the hub genes may enable clinical drug selection.

## 4 Discussion

LVH involves hypertensive cardiac remodeling and often leads to cardiovascular events such as heart failure and myocardial infarction (34). During this process, cardiomyocytes react to mechanical and neurohormonal signals such as angiotensin II, leading to the activation of specific genes, including c-jun, c-fos, c-myc, atrial natriuretic peptide (ANP), and β-myosin heavy chain (35). Molecular markers such as vascular endothelial growth factor B, growth/differentiation factor 15, and glycoprotein 130 also play crucial roles in myocardial hypertrophy development (36). Despite there being significant progress in the identification of molecular regulators associated with this condition, the intricate nature of hypertrophic remodeling indicates that additional regulatory mechanisms and targets have yet to be discovered. It is important to discover molecular targets in the development of LVH and understand the underlying mechanisms to prevent end-organ damage and adverse outcomes. In this study, we modeled hypertension and LVH through infusing ANG-II *in vivo* and sequenced the left ventricle to identify participating molecules. This paper is the first to combine animal experiments with bioinformatics analysis to identify LVH-related immune genes and comprehensively explore their biological functions.

Pathway enrichment analysis of RNA-seq data revealed that in the hypertensive-LVH group, immune-related processes were upregulated, such as regulation of the inflammatory response and regulation of macrophage migration. This finding is consistent with a previous study showing that immune cell activation is a common feature in hypertrophic responses (26). To further study the key factors of immune system response in LVH, we identified the immune-related hub genes and explored their value in the diagnosis and treatment of LVH.

Machine learning algorithms have greatly facilitated the discovery of biomarkers and new therapeutic targets. In this study, we used WGCNA to identify the immune-related module and employed random forest, SVM-RFE, and LASSO algorithms to screen the immune-related hub genes, which were *Ankrd1*, *Birc5*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3*. Moreover, the expressions of hub genes were validated by both RT-qPCR and an external dataset. In GSE186081, the expressions of *Ankrd1*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3* were upregulated in the left ventricles of the TAC-LVH group in comparison with the SHAM-LVH group. The significantly upregulated relative expression levels of all hub genes from RT-qPCR were consistent with the results from RNA-seq. We also observed a positive correlation between the expression of each hub gene and the LV wall thickness. All these results proved that immune-related hub genes were upregulated and correlated with the progression of LVH.

Ankyrin repeat domain 1 (*ANKRD1*), encoding for the cardiac ankyrin repeat protein (CARP), has been found to be upregulated in hypertrophic stimuli, dilated cardiomyopathy, hypertrophic cardiomyopathy, and heart failure. The roles of *ANKRD1* are complicated, including cardiogenesis, regulation of gene expression, and intracellular signaling (37). Some studies have reported that *ANKRD1* modulates inflammatory responses through NF-κB signaling (38, 39). Research on cell division cycle-associated protein 3 (*CDCA3*), a trigger of mitosis entry 1, mainly focuses on carcinogenesis. Expression of *CDCA3* is a prognostic factor and potential novel therapeutic target in non–small cell lung cancer (40). Although it is upregulated in heart failure, the role of *CDCA3* in cardiovascular disease remains unknown (41). *BIRC5*/survivin, an inhibitor of apoptosis protein family, has been well explored in oncology (42, 43). The upregulation of survivin in myocardial infarction (30) and heart failure (31) has been reported. Moreover, survivin gene therapy attenuates left ventricular systolic dysfunction (44). *Fcgr3* is a member of immunoglobulin Fc receptors. It has been proved that mouse FccRIII is highly expressed on monocytes/macrophages, mast cells, and many other immune cells (45). *Nuf2* has been reported as a prognostic marker and therapeutic target in several types of cancer (46–48) since it becomes elevated following the onset of cancer and promotes tumorigenesis. However, what effect *Nuf2* has on cardiovascular disease is still unclear. *C1qtnf6*/*Ctrp6*, a member of C1q/TNF-related protein (CTRP) family, was demonstrated to increase the synthesis of IL-10 macrophages and promote tumor neovascularization (49). In hypertension, the activation of the CTRP6/ERK/PPARγ axis can alleviate ANG II -induced endothelial dysfunction. Hub genes have exhibited relevance to immunization in previous studies, which verifies the immune-related identification in our research. Although the roles and expression levels of the hub genes in cardiac dysfunction have been reported, this study systematically focused on their immune roles in hypertension-induced LVH and may provide a theoretical basis for the treatment of LVH.

It is noteworthy that macrophages mediate the development of hypertensive LVH. In this study, we found that the proportion of macrophages elevated in the hypertensive-LVH group (as determined by multiple deconvolution algorithms) and the hub genes had strong correlations with the infiltration score of macrophages. The inflammatory role of macrophages in LVH has been reported in many studies. In a TAC mouse model, macrophage depletion for 3 weeks alleviated LVH in both diastolic and systolic wall thickness and LV mass. One study reported that macrophages were recruited into the injured heart by CXC chemokine and subsequently induced cardiac remodeling (50). Since the importance of macrophages in the pathophysiology of hypertension and LVH has been validated, it is meaningful to discover the functions of hub genes in the activation and infiltration of macrophages.

To further explore the underlying mechanisms of hub genes, we utilized ENCORI and hTFtarget to screen the connected miRNA and TFs. In the most strongly connected miRNAs, *miR-133a/b* contributed to muscle or myocardial function. In post-acute myocardial infarction patients, *miR-29b* levels were associated with changes of left ventricular end-diastolic volume (LVEDV) (51, 52). Moreover, we identified five TFs connected to all hub genes, which may have important roles in immune reaction; they are *POLR2A*, *BRD4*, *EP300*, *SPI1*, and *FOXA1*. It has been established that *BRD4* is a central regulator of the pro-fibrotic cardiac fibroblast phenotype, and its inhibitors are promising for therapies in the heart (53). In human arrhythmogenic cardiomyopathy, the activation of the *EP300*-*TP53* pathway is related to altered apical junction structures (54). However, TF *POLR2A* is considered as the overall most stable reference gene across different heart cavities (55). There is little evidence about what roles *SPI1* and *FOXA1* play in cardiac disease. The ceRNA network combining TFs established in this study helped elucidate the potential regulatory mechanisms of hub genes.

Although the development of drugs for LVH treatment has languished, the emergence of novel computational methods may accelerate the discovery of potential drugs and simulation of interactions between proteins and drugs. CMap is a platform to discover drugs with the potential to reverse expression features of diseases. We uploaded the upregulated DEGs in the hypertensive-LVH group and received 12 candidate compounds, which were methotrexate, etoposide, pyrvinium-pamoate, pyrimethamine, clofarabine, aminopurvalanol-a, purvalanol-a, floxuridine, cladribine, danusertib, 7b-cis, and RO-28–1675. Next, we utilized AutoDock Vina to simulate the molecular docking of candidate drugs and hub immune-related proteins and visualize the resulting 3D structure. The common value for selecting potential candidates in drug design is a binding free energy below −6.0 kcal/mol. In our analysis, BIRC5 and compound pyrvinium-pamoate or purvalanol-a had the strongest binding affinities, with the lowest absolute AutoDock Vina score of −8.3. Interestingly, pyrvinium-pamoate, which was previously used as an anthelmintic drug, has been reported to ameliorate myocardial contractile dysfunction in myocardial infarction (56). In cancer, purvalanol-a has been shown to eliminate the activity of survivin, which is coded by *Birc5* (57, 58). Furthermore, methotrexate is used to treat some diseases by reducing the activity of the immune system. Therefore, proteins encoded by hub immune-related genes are potential drug binding sites, and these candidate compounds show promise in the treatment of LVH.

Although our study combined animal model experimentation and bioinformatics analysis, it also had some limitations and shortcomings. First, since heart samples from patients were almost impossible to attain, this study lacked validation in the human left ventricle. Second, the sample size of our study was relatively small, leading to the extremely high AUC of a single gene. However, in clinical application, the utilization of a single gene has a high degree of variability, which may cause deviation between this study and real-world outcomes. Subsequent studies with larger sample sizes are essential to provide strong evidence for confirming the diagnostic value of our genes and signature in the future. Third, the mechanisms of immune-related LVH hub genes in the immune landscape and their abilities to be combined with molecular chemicals demand more sophisticated research. Further experiments *in vitro* and *in vivo* should be conducted in the future.

## 5 Conclusion

By using multiple machine learning algorithms, we screened the hub immune-related genes of ANG-II-induced LVH from RNA-seq data, which were *Ankrd1*, *Birc5*, *Nuf2*, *C1qtnf6*, *Fcgr3*, and *Cdca3*. These hub genes were strongly correlated with fibroblasts and macrophages in immune analysis and were found to be positively associated with LVH in the experimental validation. The immune-related hub genes provide new insights into the intricate pathogenesis of hypertrophic remodeling and hold potential for novel treatments of LVH.

## Data availability statement

All data generated or analyzed during this study are included in this published article and the RNA-seq data has been deposited in the GSE261273 and GSE261275.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee of Institute of Materia Medica, Chinese Academy of Medical Sciences, and Peking Union Medical College. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MZ: Conceptualization, Investigation, Methodology, Writing – original draft. TL: Methodology, Visualization, Writing – original draft. SL: Data curation, Methodology, Writing – original draft. WG: Validation, Writing – original draft. FZ: Methodology, Software, Writing – original draft. YC: Visualization, Writing – original draft. LY: Validation, Writing – original draft. YH: Formal analysis, Methodology, Writing – original draft. ZY: Validation, Writing – original draft. ZZ: Visualization, Writing – original draft. WZ: Visualization, Writing – original draft. MY: Conceptualization, Funding acquisition, Supervision, Writing – review & editing.

## Glossary

**Table:**

LVH	Left Ventricular Hypertrophy
ANG II	angiotensin II
DEG	Differentially Expressed Gene
TAC	Transverse Aortic Constriction
PCA	Principal Component Analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
GO	Gene Ontology
GSEA	Gene Set Enrichment Analysis
IF	Immunofluorescence
WGCNA	Weighted Gene Co-expression Network Analysis
SVM-RFE	Support Vector Machine Recursive Feature Elimination
LASSO	Least Absolute Shrinkage and Selection Operator
CMRI	Cardiac Magnetic Resonance Imaging
RT-qPCR	Reverse Transcription-quantitative Polymerase Chain Reaction
GEO	Gene Expression Omnibus database
ECM	Extracellular Matrix
JAK−STAT	Janus kinase-signal transducer and activator of transcription
NF-κB	Nuclear factor kappa B
Ankrd1	Ankyrin repeat domain 1
Birc5	Baculoviral IAP repeat containing 5
Nuf2	NDC80 kinetochore complex component
C1qtnf6	C1q and tumor necrosis factor–related protein 6
Fcgr3	Fc receptor, IgG, low-affinity III
Cdca3	Cell division cycle associated 3
ROC	Receiver Operating Characteristic
AUC	Area Under the Curve
FS	Fractional Shortening
EF	Ejection Fraction
WGA	Wheat Germ Agglutinin.

# Supplementary material for: Identification of immune-related genes and small-molecule drugs in hypertension-induced left ventricular hypertrophy based on machine learning algorithms and molecular docking
**Source:** Front Immunol. 2024 Jun 27;15:1351945. doi: 10.3389/fimmu.2024.1351945
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIALS

**Supplementary Table 1:** Sequences of primers in RT-qPCR.

| Gene name      | Sequence                                        |
|----------------|-------------------------------------------------|
| <b>Gapdh</b>   | TGGCATTGTGGAAGGGCTCAT<br>CAGCTTTCCAGAGGGGCCAT   |
| <b>Ankrd1</b>  | GCTGGTAACAGGCAAAAAGAAC<br>CCTCTCGCAGTTTCTCGCT   |
| <b>Birc5</b>   | GAGGCTGGCTTCATCCACTG<br>CTTTTGTGTTGTTGGTCTCC    |
| <b>C1qtnf6</b> | CATCATGGGGATAGCCAGCC<br>GGAGGCCACAGATTCTCCA     |
| <b>Fcgr3</b>   | CAGAATGCACACTCTGGAAGC<br>GGGTCCCTTCGCACATCAG    |
| <b>Cdca3</b>   | GAGTAGCAGACCCTCGTTCAC<br>TCTCTACCTGAATAGGAGTGCG |
| <b>Nuf2</b>    | TCCCCAGATACAATGTAGCTGA<br>CCGGA CTCCATACTAACTGT |
| <b>Stat1</b>   | TCACAGTGGTTCGAGCTTCAG<br>GCAAACGAGACATCATAGGCA  |
| <b>Stat3</b>   | CAATACCATTGACCTGCCGAT<br>GAGCGACTCAA ACTGCCCT   |
| <b>Tyk2</b>    | AGCCATCTTGGAAGACAGCAA<br>GACTTTGTGTGCGATGTGGAT  |
| <b>Jak3</b>    | CCATCACGTTAGACTTTGCCA<br>GGCGGAGAATATAGGTGCCTG  |
| <b>Nfkb1</b>   | GGAGGCATGTTCCGGTAGTGG<br>CCCTGCGTTGGATTTCTGTG   |
| <b>Icam1</b>   | GTGATGCTCAGGTATCCATCCA<br>CACAGTTCTCAAAGCACAGCG |
| <b>Birc3</b>   | ACGCAGCAATCGTGCAATTTG<br>CCTATAACGAGGTCACTGACGG |
| <b>Tgfb1</b>   | CTCCCGTGGCTTCTAGTGC<br>GCCTTAGTTTGGACAGGATCTG   |

|              |                                                   |
|--------------|---------------------------------------------------|
| <b>Tgfb2</b> | CTTCGACGTGACAGACGCT<br>GCAGGGGCAGTGTAACCTTATT     |
| <b>Tgfb3</b> | CCTGGCCCTGCTGAACTTG<br>TTGATGTGGCCGAAGTCCAAC      |
| <b>Tgfb2</b> | CCGCTGCATATCGTCCTGTG<br>AGTGGATGGATGGTCCTATTACA   |
| <b>Smad1</b> | GCTTCGTGAAGGGTTGGGG<br>CGGATGAAATAGGATTGTGGGG     |
| <b>Anp</b>   | GGAGGAGAAGATGCCGGTAGA<br>GCTTCCTCAGTCTGCTCACTCA   |
| <b>Bnp</b>   | AGCTGCTGGAGCTGATAAGAGAA<br>GTGAGGCCTTGGTCCTTCAA   |
| <b>α-Sma</b> | GTCCCAGACATCAGGGAGTAA<br>TCGGATACTTCAGCGTCAGGA    |
| <b>Myh7</b>  | ACTGTCAACACTAAGAGGGTCA<br>TTGGATGATTTGATCTTCCAGGG |
| <b>Myh11</b> | GCTCGGGACTCAGACTTCAAT<br>GCTGTGGTTGACTCCTGGTG     |

---

**Supplementary Table 2:** Genes included in the weighted gene co-expression network analysis.

| Module    | Number of genes |
|-----------|-----------------|
| Blue      | 1404            |
| Brown     | 850             |
| Green     | 292             |
| Grey      | 6885            |
| Red       | 287             |
| Turquoise | 4898            |
| Yellow    | 297             |
| Total     | 14913           |

**Supplementary Table 3:** Information of potential small molecular drugs.

| Score  | ID            | Name              | Description                        | Target                                                        |
|--------|---------------|-------------------|------------------------------------|---------------------------------------------------------------|
| -99.93 | BRD-K59456551 | methotrexate      | Dihydrofolate reductase inhibitor  | DHFR, AOX1, FOLR1, TYMS                                       |
| -99.93 | BRD-K37798499 | etoposide         | Topoisomerase inhibitor            | TOP2A, CYP2E1, CYP3A5, TOP2B                                  |
| -99.93 | BRD-M86331534 | pyrvinium-pamoate | AKT inhibitor                      | AR                                                            |
| -99.93 | BRD-K88429204 | pyrimethamine     | Dihydrofolate reductase inhibitor  | DHFR, DHFRP1, HEXA, SLC47A1, STAT3                            |
| -99.93 | BRD-A82371568 | clofarabine       | Ribonucleoside reductase inhibitor | RRM1, POLA1, RRM2, SLC22A8                                    |
| -99.93 | BRD-K07762753 | aminopurvalanol-a | Tyrosine kinase inhibitor          | CDK1, CDK2, CDK5, CDK6                                        |
| -99.93 | BRD-K50836978 | purvalanol-a      | CDK inhibitor                      | CDK1, CDK2, CDK4, CDK5, CCND1, CCNE1, CSNK1G3, RPS6KA1, SRC   |
| -99.93 | BRD-A80638690 | floxuridine       | DNA synthesis inhibitor            | TYMS                                                          |
| -99.93 | BRD-K93034159 | cladribine        | Adenosine deaminase inhibitor      | ADA, PNP, POLA1, POLE, POLE2, POLE3, POLE4, RRM1, RRM2, RRM2B |
| -99.93 | BRD-K07881437 | danusertib        | Aurora kinase inhibitor            | AURKA, AURKB, AURKC, FGFR1, NTRK1, RET, BCR, SLK              |
| -99.89 | BRD-K61829047 | 7b-cis            | Exportin antagonist                | XPO1                                                          |
| -99.89 | BRD-K21672174 | RO-28-1675        | Glucokinase activator              | GCK                                                           |

**Supplementary Table 4:** Details of the 3D structures of hub proteins.

| Hub gene | Protein                                                    | Method               | Identifier   |
|----------|------------------------------------------------------------|----------------------|--------------|
| Ankrd1   | Ankyrin repeat domain-containing protein 1                 | AlphaFoldDB          | AF-Q15327-F1 |
| Cdca3    | Cell division cycle-associated protein 3                   | AlphaFoldDB          | AF-Q99618-F1 |
| C1qtnf6  | Complement C1q tumor necrosis factor-related protein 6     | AlphaFoldDB          | AF-Q9BXI9-F1 |
| Nuf2     | Kinetochore protein Nuf2                                   | X-RAY<br>DIFFRACTION | 8G0P         |
| Birc5    | Baculoviral IAP repeat-containing protein 5                | X-RAY<br>DIFFRACTION | 6SHO         |
| FCGR3A   | Low affinity immunoglobulin gamma Fc region receptor III-A | X-RAY<br>DIFFRACTION | 5YC5         |

**Supplementary Table 5:** Binding scores of small molecular drugs and proteins.

|                   | FCGR3A      | BIRC5       | NUF2        | C1QTNF6     | CDCA3       | ANKRD1      |
|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|
| methotrexate      | <b>-7.2</b> | -7.5        | -5.7        | -6.0        | -5.8        | -6.5        |
| etoposide         | <b>-7.2</b> | -7.9        | -5.6        | -6.6        | <b>-7.0</b> | <b>-7.2</b> |
| pyrvinium-pamoate | -6.4        | <b>-8.3</b> | <b>-6.6</b> | -6.0        | -6.1        | -6.9        |
| pyrimethamine     | -5.4        | -7.0        | -4.4        | -5.5        | -5.3        | -5.8        |
| clofarabine       | -6.2        | -6.9        | -4.0        | -5.1        | -5.2        | -4.9        |
| aminopurvalanol-a | -5.8        | -7.7        | -5.0        | -6.2        | -5.9        | -5.6        |
| purvalanol-a      | -5.8        | <b>-8.3</b> | -5.0        | -5.6        | -5.8        | -5.9        |
| floxuridine       | -5.3        | -6.2        | -3.6        | -5.1        | -5.0        | -4.5        |
| cladribine        | -5.3        | -7.0        | -4.2        | -5.1        | -5.1        | -5.4        |
| danusertib        | -6.8        | -7.9        | -6.0        | <b>-7.6</b> | -6.2        | <b>-7.2</b> |
| 7b-cis            | -5.4        | -7.2        | -4.7        | -5.2        | -4.4        | -6.0        |
| RO-28-1675        | -6.6        | -7.2        | -5.1        | -5.6        | -4.7        | -5.9        |

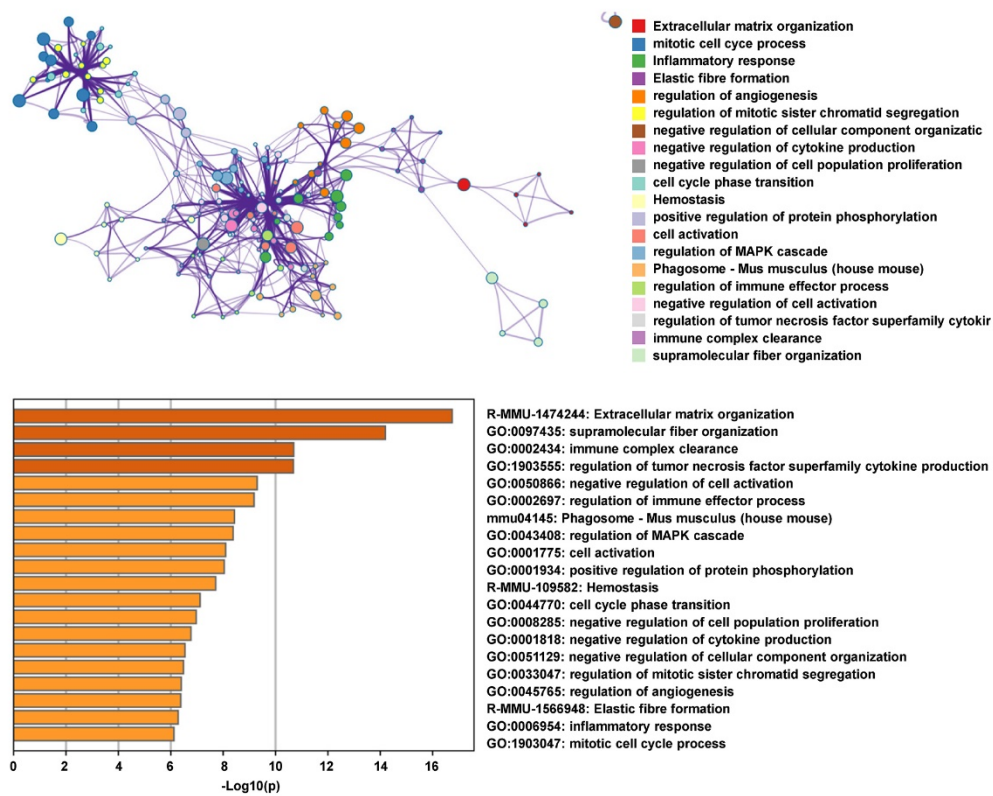

**Supplementary Figure 1:** Pathway enrichment result in Metascape.

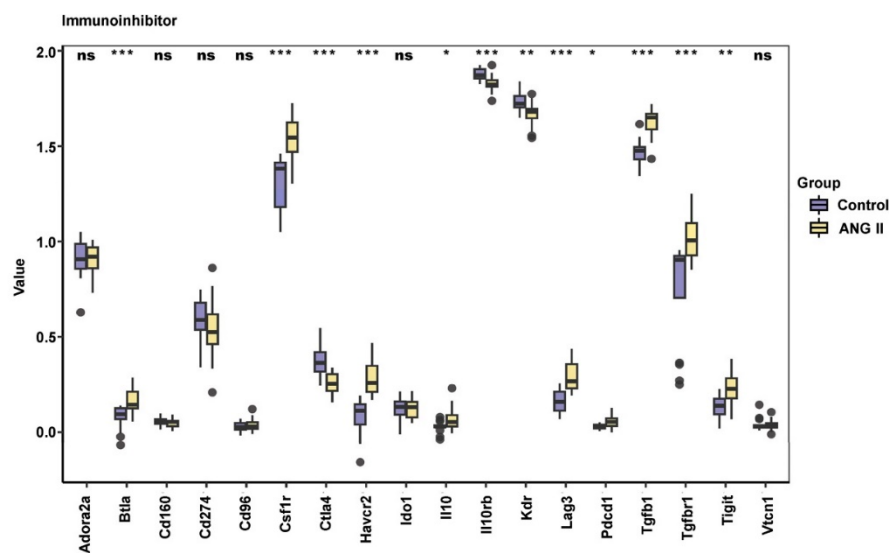

**Supplementary Figure 2:** Expression of immunoinhibition between the hypertensive-LVH group and the control group. ANG II, angiotensin II. \*\*\* $P < 0.001$ ; \*\* $P < 0.01$ ; \* $P < 0.05$ .

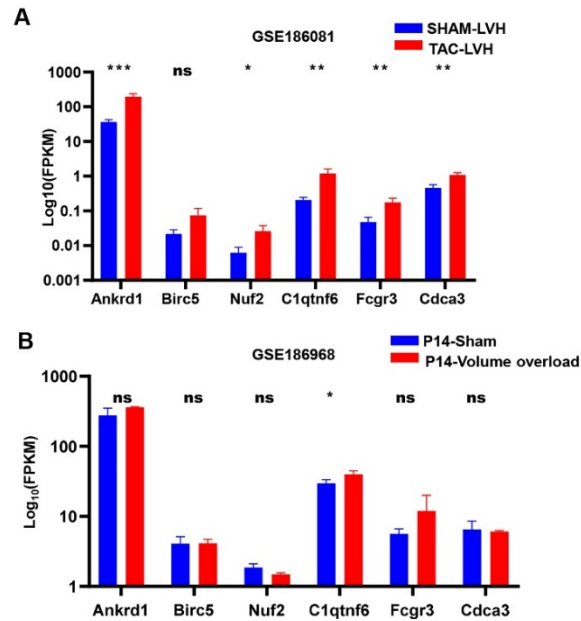

**Supplementary Figure 3:** Validation of hub immune-related genes in GEO datasets. **(A)** GSE186081 showing the expression of six hub mRNA in cardiac tissues between TAC group and sham group. **(B)** GSE186968 showing the expression of 6 hub mRNA in cardiac tissues between volume overload group and sham group. P14, postnatal day. \*\*\* $P < 0.001$ ; \*\* $P < 0.01$ ; \* $P < 0.05$ ; ns, not significantly.

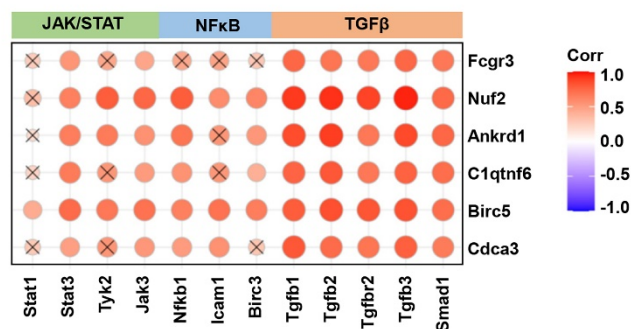

**Supplementary Figure 4:** The correlation of immune hub genes and representative pathway markers in RNA-seq.

How the deposited data were processed for this re-analysis (not part of the article)

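RNA of the left ventricle was sequenced by the authors for mice infused with ANG II (1500 ng/kg/min, 7 days) and for control mice. The deposited table holds 14912 genes and 24 samples, 12 of each group, with 0 missing values and 0 duplicated symbols. The authors give the unit as FPKM. The values were expected to be plain FPKM, but 2741 of them are negative, 110 genes have a value below -0.5, and ties between samples show 4 sets within which each gene was shifted and scaled around the means of the groups. The spacing fits a model in which a group difference, the same in all sets, is set aside, the remainder is shifted and scaled by set, and the difference is added back. Only 278 genes hold whole hundredths throughout. Samples were joined into a set when at least 100 genes were tied. The authors' methods name no such step. A spreadsheet turned 21 symbols into dates, and 14881 symbols (99.8%) are in GENCODE vM21. Gene positions are from that annotation.

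The scaling of each gene in each set was recovered from the smallest step between its values, with steps of 0.01 FPKM before the adjustment. This gave differences within the sets, but not the offset of a set, for 13886 genes. No step in every set was found for 677 genes and no single solution for 349. In 400 simulated genes, 393 were recovered, and of 2000 genes with values mixed between genes, 0 gave a single solution. The median scale factors of the sets were 1.22, 0.966, 0.721 and 0.922. Because the offsets are unknown, it is not known whether the control or the ANG II samples of a set lie apart from the other sets. Of 11109 recovered genes with a mean of at least 1, 96.8% had the same direction before and after the adjustment.

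The sums of the values ranged from 460715 to 515185 in the hypertensive-LVH group and from 482319 to 567727 in the control group. Relative depth was estimated from 549 values of under 3.5 fragments, of which 73.8% lay within 0.1 of a whole number of fragments. For 3 samples, separate parts of the genes gave depths more than 1.25 times apart. These samples are left out of the median depths of the sets and kept in the ranges and medians of the groups. On simulated fragments the largest error of this estimate was 0.621%. Correlations between samples ranged from 0.945 to 0.996.

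Negative values were set to 0 and log2(FPKM + 1) was used, except in the LASSO regression, which used FPKM with negative values set to 0, and in the AUC, the printed means and SD of FPKM and the tests of FPKM within the sets, which used the values as deposited with negative values kept. Tests before the adjustment used the recovered values. Genes with a mean of at least 0.1 were tested (14026). Fits used R 4.3.3 with limma 3.58.1, glmnet 4.1.10 and randomForest 4.7.1.2, and the rest used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Permutation tests drew 100000 resamples, and the exact test within the sets used all 160000 relabelings. All tests were two-sided. In a test on simulated data with 200 genes changed by a log2 fold change of 1.5, limma called 199 of them and 1 unchanged gene. In the network built on simulated data, each of 3 planted modules was found with all 80 of its genes and with 0 unrelated genes.

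Gene lists written by hand covered 14 pathway themes, 14 cell types and 10 possible sources of unwanted signal: red blood cells, atrial myocytes, skeletal muscle, adipose tissue, immediate early genes, circadian clock genes, the Y chromosome, X inactivation, interferon-stimulated genes and the mitochondrial genome. No gene of the X inactivation and mitochondrial genome lists is in the table. Genes named in the text are those the paper names for its RNA-seq data and the 5 DEGs with the largest increase and the 5 with the largest decrease. Genes of a list are named where they have the largest change or go against the list. Clock genes and hemoglobin genes named beyond this were chosen after their values were seen.

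The alternatives tried were a pseudocount of 0.1, no filter, a mean of at least 1, median-ratio scaling, quantile normalization, no intensity trend, a Wilcoxon rank-sum test, no fold change threshold, the replicate number as a block, leaving out each mouse, camera with an estimated correlation, fry, z-scores of marker genes, other tree heights and a power of 12 for the network, a gaussian LASSO or a larger penalty, and all tested genes in the random forest. Added after the data were seen were the set of samples as a term, genes without a negative value, leaving out each set of samples, and a permutation of the samples over each list. Echocardiography, qPCR, western blots, docking, the external series, the deconvolution tools, WGCNA's own tree cutting, GO, KEGG and Connectivity Map were not used here.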

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

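The tests of the adjustment and of the negative values for samples 4 to 6, the regroupings, the tests of the clock genes, and the tests of blood and macrophages as a source were chosen only after the result was seen.

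The difference between the groups was not the same in all 4 sets. The fibroblast marker score differed by 3.55 in samples 4 to 6 and by a mean of 0.242 in the other sets (permutation of the samples over the sets within each group, adjusted p = 1.2e-04 over 6 tests). The collagen genes differed by 2.65 against 0.345 (the same test, adjusted p = 1.5e-04), and the macrophage score by 1.31 against 0.470 (adjusted p = 0.0188). The adjustment is argued against as the whole cause, since before it 91.7% of the 48 collagen genes with recovered values had their largest difference in samples 4 to 6, against 56.7% of all genes with recovered values. The 37 collagen genes without a negative value also differed by 1.65 in samples 4 to 6, against 0.12, 0.38 and 0.28 in the other sets, which argues against the values set to 0 as the whole cause. Of these 6 samples, 4 had a stable estimate of relative depth, with a median of 0.726, the lowest of the sets. Of the others, ANG II sample 4 was estimated at 0.728 and control sample 5 at 1.07. Whether depth plays a part was not tested. What differed between the sets in the experiment is not stated, so technical and biological differences between the sets both remain open.

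A difference between the groups that varied between the sets was found for 1050 genes (limma interaction test, adjusted p-value under 0.05), among them 261 of the DEGs (31.4%). Of 100 regroupings of the samples into sets, the real one included, 1 gave as many genes, and the next gave 25. Both counts are of the values as deposited, whose adjustment used the real sets and groups. No biological explanation for the sets was tested.

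A score was taken over 7 clock genes (Dbp, Nr1d1, Nr1d2, Tef, Hlf, Per3 and Ciart). It differed by -1.89 in samples 7 to 9, against a mean of -0.024 in the other sets. The adjusted p was 1.2e-04 (permutation of the samples over the sets). The score differed by -0.43 in samples 1 to 3 and by 0.20 and 0.16 in the remaining sets. In samples 7 to 9, Arntl, Npas2 and Clock, which peak at the opposite time, were higher by 0.62. Their mean difference in the other sets was 0.103 (the same test, adjusted p = 0.0247). It was 0.20 in samples 1 to 3, and -0.01 and 0.12 in the remaining sets. Samples 1 to 3 thus had the same signs as samples 7 to 9, but were not tested separately. A different time of day of tissue collection may explain both differences in samples 7 to 9. The collection times are not known.

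Genes of red blood cells, which the paper does not report on, were higher by 1.47 in the hypertensive-LVH group (permutation test, adjusted p = 0.0028; 12 of 12 samples above the control median). With group means removed, Hba-a1 followed Hbb-bs with rho = 0.949 and r = 0.964 (permutation test, p = 1e-05, adjusted p = 2.5e-05 over 5 relations; r = 0.935 without the 2 farthest samples; rho = 0.951 within the sets). Although the paper states that the hearts were flushed, blood left in the tissue may account for these genes, and a change in the blood content of the hypertrophic ventricle stays open as an untested biological explanation.

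The 16 interferon-stimulated genes tested were all higher in the hypertensive-LVH group, by a mean of 0.45 (permutation test, adjusted p = 0.0112; 9 of 12 samples above the control median). Of them, 8 were past the adjusted p-value over all genes and 12 adjusted over the list alone. With group means removed, their score followed the macrophage score with rho = 0.74 and r = 0.746 (permutation test, p = 4e-05, adjusted p = 6.67e-05; r = 0.631 without the 2 farthest samples; rho = 0.581 within the sets). More macrophages in the tissue may therefore explain part of it. A response of the other cells was not tested.

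The 77 genes of mitochondrial fatty acid oxidation and respiration, which the paper does not discuss, had a mean log2 fold change of -0.34 (camera, adjusted p = 1.05e-36), and 3 of them were higher. That p rests on the preset correlation of 0.01, and with an estimated correlation the adjusted p was 0.082 (camera). A permutation of the samples over the list, chosen after the data were seen, gave an adjusted p of 9.33e-05. By set of samples, the mean was -0.20, -0.53, -0.30 and -0.35, and in 0 of 12 ANG II samples was it above the control median. Of the 77, 68 were past the adjusted p-value, and 68 adjusted over the list alone. With quantile normalization the mean was -0.28. The cardiomyocyte marker score differed by -0.23, and by -0.042 with quantile normalization. No other explanation was tested for these genes.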

How the results depend on the processing

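All tests of this part on the sets of samples were chosen only after the result was seen.

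The number of DEGs rose from 831 to 1489 with a pseudocount of 0.1 and to 4697 with the adjusted p-value alone. Without samples 4 to 6 of each group, an alternative chosen after seeing the data, it was 552. Leaving out another set of the same size gave 1161 (samples 1 to 3), 792 (samples 7 to 9) and 931 (samples 10 to 12), so that the number of samples alone does not account for the drop; the cause was not tested. It ranged from 715 to 979 over the 24 fits that each left out 1 mouse, from 715 without ANG II sample 8 to 979 without control sample 2. With the replicate number as a block it was 715. Deviations of samples with the same number from their group means correlated between -0.607 and 0.221. The adjustment shifted each set over both groups, which can lower these correlations. They therefore cannot decide whether the numbers pair the samples. The share of DEGs that were higher was 76.3%, and it was 65.8% with median-ratio scaling, 62.5% with quantile normalization and 58.3% without samples 4 to 6. For these shares the cause was not tested.

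Of the 14 pathway lists, 13 were past the threshold with camera and 0 with an estimated correlation, whose construction widens the error of each list. Over all 190 comparisons of 22 lists, 169 kept direction and side of the threshold, 15 were weaker, all with the estimated correlation, and 5 were stronger, all for the cardiomyopathy list. The adipose tissue list reversed to -0.16 without samples 4 to 6.

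Of the 14 marker scores, 8 were past the threshold, and 5 with quantile normalization. The B cell score is among these 5 but not among the 8. The neutrophil score reversed to -0.0165 and the eosinophil score to -0.058 with quantile normalization, the eosinophil score to -0.0146 with a pseudocount of 0.1, and the skeletal muscle score to -0.30 with z-scores. Of 66 comparisons, 55 were the same, 6 weaker and 1 stronger. Of 244 comparisons of 61 named genes, 224 were the same and 18 weaker. Ido1 reversed to -0.0052 with a pseudocount of 0.1 and to -0.074 with quantile normalization. For these changes, the cause was not tested.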

Differences from the paper's values

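The alternatives that leave out a set of samples were chosen only after the result was seen.

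The number of DEGs higher in the hypertensive-LVH group was 634, against the paper's 1073. With a pseudocount of 0.1 it was 1148, and of the fits that left out 1 mouse, those without control sample 2 (738) and without ANG II sample 9 (729) came within 1.5 times of the paper's count. Of the alternatives set before the data were examined, none of the others did. Without samples 1 to 3 it was 895 and without samples 10 to 12 it was 742, both chosen after seeing the values. The number of lower DEGs was 197, against the paper's 142, and it moved away from it with a pseudocount of 0.1 (341), without control sample 2 (241) and without samples 1 to 3 (266).

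The largest module held 2048 genes, against the paper's 4898. With a greater tree height it held 3548 and with power 12 it held 4205, both within 1.5 times of the paper's count; with a lower height it held 1707. The larger modules are not the same module: they held 1 and 0 of the hub genes, against 2, and with group means removed the r of their eigengenes with the macrophage score was 0.118 and 0.085, against 0.826. With power 12, a second module of 4145 genes, also within 1.5 times of the paper's count, held all 6 hub genes and all 15 overlapping genes, with an r of 0.813. Module membership and gene significance for group correlated at 0.368 in the largest module, against the paper's 0.61, and no alternative was run for it.

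In Fig. 7D, read by eye, 7 of 24 correlations across all samples differ by more than the bootstrap error of rho or in sign. The bootstrap error is the SD of rho over resampled samples. Gaps just past it often arise by chance, so these are not evidence of a disagreement with the paper. For Polr2a, rho was 0.397 with Ankrd1 (the paper's about 0.62 in Fig. 7D), 0.298 with Nuf2 (the paper's about 0.53), 0.536 with C1qtnf6 (the paper's about 0.71) and 0.439 with Fcgr3 (the paper's about 0.59). For Ep300 with Ankrd1 it was -0.111 (the paper's about 0.06). For Spi1 it was 0.656 with Ankrd1 (the paper's about 0.81) and 0.645 with Nuf2 (the paper's about 0.78). Neither quantile normalization nor median-ratio scaling, the alternatives set before the data were examined, closed any of these gaps. Which of the paper's samples entered Fig. 7D is not known here. The gap for Ep300 with Ankrd1 is within the bootstrap error of its rho (0.196), so that it rests on the sign alone.

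The paper reports Polr2a as higher in hypertensive LVH; its adjusted p was 0.138, and no setting called it. Among the stimulators, the paper also reports Cd80 and Cxcr4. No setting called Cd80 (adjusted p = 0.127). Cxcr4 (adjusted p = 0.0679) was past the threshold adjusted over the 5 stimulators named in the paper's text alone, but not over the 35 of Figure 5F. Cxcr4 was also past it without ANG II sample 9 (0.0271), ANG II sample 10 (0.0314) or control sample 3 (0.0354). Leaving out samples 1 to 3, chosen after seeing the values, brought it past the threshold as well (0.0427).

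Figure 5F also marks Tnfsf9, Klre1, Klrk1, Tnfsf13b, Cd86, Tnfrsf13b, Tnfrsf14 and Cd40, which no setting called, and Raet1e, which was not tested. It marks Tnfrsf9 (adjusted p = 0.0561), which was past the threshold with the replicate number as a block (0.0437), without ANG II sample 1, 2, 3, 4 or 9, and, chosen after seeing the values, with the set of samples as a term (0.0385) and without samples 1 to 3 (0.022). Pvr (adjusted p = 0.0915) was past it without samples 4 to 6 (0.0309), chosen after seeing the values.

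Supplementary Figure 2 marks Il10 (adjusted p = 0.199), which no setting called. It marks Btla (adjusted p = 0.0551), Pdcd1 (0.0623) and Tgfbr1 (0.082), which were past the threshold adjusted over the list alone. Btla was also past it without ANG II sample 9 (0.0179), control sample 1 (0.0473) or control sample 7 (0.0491). Pdcd1 was past it without ANG II sample 5 (0.0422), 9 (0.0432) or 10 (0.0241). Tgfbr1 was past it without ANG II sample 7 (0.0385), 9 (0.044) or 10 (0.0463) and, chosen after seeing the values, without samples 7 to 9 (0.0386).

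The paper reports endothelial cells and eosinophils as higher; the endothelial score differed by 0.066 and the eosinophil score by 0.012, neither past the threshold. Figure 5D shows NK cells as lower with mMCP-counter, while the NK cell score was higher by 0.15 (adjusted p = 0.0184); with quantile normalization it was 0.07 (adjusted p = 0.221), not past the threshold. Figure 5B marks B cells as higher with TIMER, while the B cell score differed by -0.018, and by -0.096 with quantile normalization (adjusted p = 0.0164). The paper's LASSO regression kept 6 genes, of which 4 were kept here in at least 50 of 100 runs, 4 with a gaussian model and 3 with the larger penalty. Cardiomyopathy pathways are reported as enriched. The list of these genes had an adjusted p of 0.238 with camera. It was past the threshold with camera after quantile normalization (4.5e-04) and, chosen after seeing the values, without samples 4 to 6 (0.0204). With fry it was past the threshold (0.0019) and, chosen after seeing the values, with fry and the set of samples as a term (0.0032). By permutation of the samples, also chosen after seeing the values, the adjusted p was 5.13e-04. Fry and the permutation do not compare the list with other genes, so they do not test enrichment.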

Other observations

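The splits for the lists, the splits before the adjustment, the test of the spread within the sets, the test of the adjusted p-value alone under another scaling, the B cell score as a test of blood and the steps of the AUC were chosen only after the result was seen.

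Of 100 random splits of the samples, the real one included, 1 gave as many DEGs as the real groups (the next gave 187) and 1 separated as many genes (106 with the real groups). For the lists, 5 of 100 splits had as many of the 14 lists past the threshold with camera, and every split had at least 1. The number of lists past the threshold with camera is therefore not evidence of a difference between the groups. These splits used the deposited values, whose adjustment had used the real groups. Before the adjustment, 1 of 100 splits within the sets gave as many genes past the adjusted p-value as the real groups (3265); the next gave 2326.

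The adjustment in sets could have made the differences between the groups. With the set of samples as a term, 3265 of 13397 genes were past the adjusted p-value before the adjustment, against 3628 as deposited, 3028 of them in both. All 788 DEGs with recovered values had the same direction before the adjustment, and 699 of them (88.7%) were past the adjusted p-value. The test argues against the adjustment as the source of most differences. It may have narrowed the spread within the sets: 252 genes were separated in all 36 pairs within the sets as deposited and 108 before the adjustment, and the median residual SD was 92.3% of that before.

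A lower share of cardiomyocytes could raise the macrophage and fibroblast scores, but the endothelial score differed by 0.066 only. Blood left in the tissue could raise the macrophage score. The B cell score differed by -0.018, but its 8 genes had means of 0.46 and 0.48 in log2(FPKM + 1). These are close to the lowest values tested, so the B cell score cannot exclude blood. With group means removed, the red blood cell score and the macrophage score had rho = -0.22 (permutation test, p = 0.301), which does not decide it either. Blood left in the tissue and a change in the number of macrophages or in their expression all remain open.

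Scaling between the samples could explain why more genes were higher than lower. Of the DEGs, 62.5% were still higher with quantile normalization, which argues against scaling as the whole cause for the DEGs. Among genes past the adjusted p-value alone, however, 2928 were higher and 1769 lower as deposited, and 1922 were higher (39.6%) and 2930 lower with quantile normalization, so that scaling may account for the excess of higher genes there. With the scaling as deposited, the excess also reversed without samples 4 to 6 (1173 higher and 1629 lower), while samples 4 to 6 alone gave 3099 higher and 705 lower, so that these samples may account for it as well.

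The difference between the groups alone could give the correlation of Spi1 with Fcgr3, but rho was 0.81 with group means removed. The AUC of Ankrd1 and Fcgr3 was below the paper's value. With 16 and 16 samples, 1 pair out of order gives 0.9961, so that the number of samples may explain the difference.

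Of the other lists tested with camera, atrial myocytes differed by 1.31 (adjusted p = 0.749), skeletal muscle by 0.12 (adjusted p = 0.297), adipose tissue by 0.27 (adjusted p = 0.749), immediate early genes by 0.20 (adjusted p = 0.459), circadian clock genes by -0.11 (adjusted p = 0.459) and genes of the Y chromosome by 0.14 (adjusted p = 0.459). The 107 genes of the mitotic cell cycle rose by 0.56 (adjusted p = 1.73e-26), with 103 higher, 96 past the adjusted p-value over all genes and 99 adjusted over the list alone. With an estimated correlation the adjusted p was 0.173 (camera), and it was 7e-05 by permutation of the samples. The 21 myofibroblast markers rose by 1.23 (adjusted p = 7.2e-05), with 16 past over all genes and 17 adjusted over the list alone. With an estimated correlation the adjusted p was 0.434 (camera), and it was 6e-04 by permutation of the samples. By set, the myofibroblast markers differed by 0.23, 3.59, 0.68 and 0.41, and without samples 4 to 6 the mean was 0.44.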
